# Plasma cell differentiation is controlled by multiple cell division-coupled epigenetic programs

**DOI:** 10.1038/s41467-018-04125-8

**Published:** 2018-04-27

**Authors:** Christopher D. Scharer, Benjamin G. Barwick, Muyao Guo, Alexander P. R. Bally, Jeremy M. Boss

## Abstract

The genomic loci associated with B cell differentiation that are subject to transcriptional and epigenetic regulation in vivo are not well defined, leaving a gap in our understanding of the development of humoral immune responses. Here, using an in vivo T cell independent B cell differentiation model, we define a cellular division-dependent *cis*-regulatory element road map using ATAC-seq. Chromatin accessibility changes correlate with gene expression and reveal the reprogramming of transcriptional networks and the genes they regulate at specific cell divisions. A subset of genes in naive B cells display accessible promoters in the absence of transcription and are marked by H3K27me3, an EZH2 catalyzed repressive modification. Such genes encode regulators of cell division and metabolism and include the essential plasma cell transcription factor Blimp-1. Chemical inhibition of EZH2 results in enhanced plasma cell formation, increased expression of the above gene set, and premature expression of Blimp-1 ex vivo. These data provide insights into cell-division coupled epigenetic and transcriptional processes that program plasma cells.

## Abstract (web summary)

During B cell differentiation, the role of different genomic loci in transcriptional and epigenetic regulation in vivo is not well defined. Here the authors use an in vivo B cell differentiation model to map cellular division-dependent *cis*-regulatory element road map with ATAC-seq.

## Introduction

The differentiation of B cells to plasma cells is an essential process for humoral immunity. Following ligand engagement with Toll-like receptors or the B cell receptor, B cells differentiate into either rapidly proliferating plasmablasts and post-mitotic plasma cells or memory B cells. Differentiation requires changes in metabolism to facilitate antibody secretion^1^ and expansion in RNA content and transcription capacity^2, 3^. The DNA-binding factors that program the B cell and plasma cell fates have been extensively studied and portray two mutually exclusive transcription factor networks, which include the factors BCL6, BACH2, Blimp-1 and others, that function to repress the alternate fate^4^. While the genetic associations between these factors have been revealed, data is lacking that defines the entire *cis*-regulatory element network that regulates B cell to plasma cell differentiation.

Recently, it is becoming clear that the epigenome is remodeled in tandem with changes in gene expression programs during B cell differentiation. The unique transcriptomes of B cells and plasma cells have been defined for multiple stimuli and species^2, 5, 6^. Epigenetically, plasma cells possess distinct DNA methylation landscapes from their naive counterparts^6, 7^, and in vivo models that integrate cellular division with epigenetic and transcriptional changes demonstrate a linkage between changes in DNA methylation and cellular division^2^. These data revealed that few CpG loci gained DNA methylation, suggesting that other epigenetic processes facilitate gene repression during plasma cell formation^2^. One such mechanism may lie with the polycomb repressor complex, which serves to epigenetically silence gene expression through modification of chromatin^8, 9^. EZH2, a catalytic subunit of the polycomb complex, deposits the repressive histone modification H3K27me3 and is essential during B cell development^10^ and during the germinal center reaction^11–13^. BCL6^14^ and Blimp-1^15^ differentially recruit EZH2 to distinct regions of DNA to repress genes that dictate plasma cell and B cell fates, respectively, and demonstrate that sequence specific DNA-binding proteins can recruit epigenetic enzymes to distinct loci. Moreover, such studies provide a potential mechanism for how changes in transcription factor networks facilitate remodeling of the epigenome during differentiation.

Because, epigenetic mechanisms can function to restrict or promote the accessibility of DNA to sequence-specific binding proteins, identifying differentially accessible regions between two cell types can reveal regulatory elements that function to regulate gene expression and thus cell fate decisions. The assay for transposase accessible chromatin-sequencing (ATAC-seq) is a sensitive tool that can detect accessible regions in the genome, including promoters and distal regulatory elements^16, 17^. The analysis of transcription factor DNA sequence motifs in regions that display altered accessibility provides an indication of which transcription factor families and pathways may be involved in the regulation of gene expression and differentiation. Here, ATAC-seq was applied to an in vivo model of B cell differentiation^2^ to define the *cis*-regulatory changes that occur at distinct differentiation stages defined by cellular divisions. We identify a unique set of promoters that exhibit increased accessibility in the absence of gene expression in undivided B cells. A subset of these primed promoters are enriched for H3K27me3 and chemical inhibition of EZH2 enhances expression of primed genes and increases plasma cell formation ex vivo. Together, these data provide a role for EZH2 dependent control of B cell fate that is orchestrated and regulated in a division-dependent manner.

## Results

### B cell differentiation remodels the chromatin landscape

An in vivo model system was developed that allowed the analysis of molecular and epigenetic events to be ascertained with respect to the number of cellular divisions that occur during B cell to plasma cell differentiation^2^. Acquisition of the surface molecule CD138 in tandem with decreased levels of B220 can be used as a marker for plasmablast and plasma cell formation^18^. Previous in vivo data indicated that while transcriptional gains and losses occurred, DNA methylation was predominantly lost in a division-dependent manner during type 1 T cell independent B cell differentiation. These data also suggested that other epigenetic mechanisms participate in silencing gene expression in the absence of de novo DNA methylation. To define *cis*-elements linked to cellular division-and gene regulation during B cell differentiation in vivo, B cells were CFSE labeled adoptively transferred into μMT mice^19^, and subsequently inoculated with LPS to induce B cell differentiation. Three days post-LPS challenge, five distinct divisions were isolated by FACS, representing undivided (Div0); activated, dividing B cells (Div1, 3, and 5); and cells that had differentiated and acquired the plasma cell surface marker CD138 (Div8+) (Fig. 1a). Thus, Div8+ cells are plasmablasts (Pb) or plasma cells but are referred to as Div8+ here to maintain a division-centric nomenclature. ATAC-seq was applied to the cells from each division, and high-resolution chromatin accessibility maps were generated. Principal component analysis (PCA) of the 60,766 accessible loci detected across all samples indicated the major source of variation was between cells that were CD138^−^ (Div0-5) and CD138^+^ (Div8+) (Fig. 1b). The second major variation, PC2, separated Div0 through 5 linearly by division, suggesting that progressive changes in accessibility occurred between each of the cellular divisions.

**Fig. 1:**
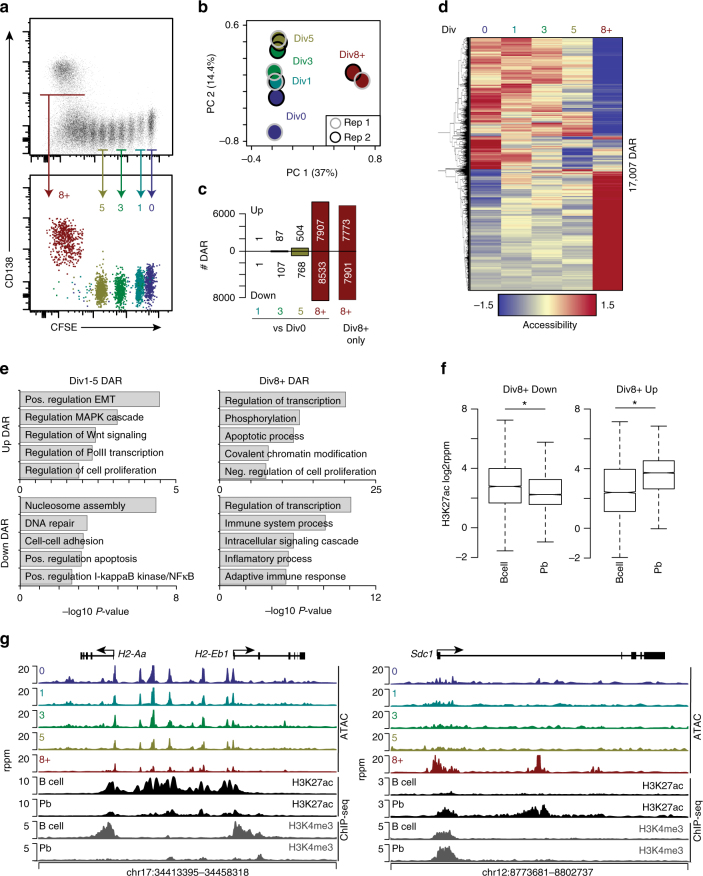
B cell differentiation is coupled to division-specific changes in chromatin accessibility. **a** Splenic CD45.1 B cells were labeled with CFSE and transferred to a µMT (CD45.2) mouse. Twenty-four hours later the mice were inoculated with LPS and splenic B cells were harvested three days post inoculation. Flow cytometry of CD45.1 cells (top) and CSFE sorted populations (bottom) used in this study. **b** PCA plot of 60,766 accessible loci across all samples. **c** Bar plot quantifying the number of DAR at each division compared to Div0 B cells that either gained (up) or lost (down) accessibility or those DAR that are specific for Div8+. **d** Heat map of ATAC-seq accessibility changes across each division for all significantly differentially accessible regions (DAR). **e** Gene ontology analysis of up and down DAR from Div1-5 and Div8+. **f** Quantification of H3K27ac levels at Div8+ up and down DAR in naive B cells (nB) and plasmablasts (Pb). Boxplot center line indicates data median, lower and upper bounds of boxes the 1st and 3rd quartile ranges, and whiskers the upper and lower ranges of the data. *P-value < 2.6e−16 determined by two-tailed Student’s *T*-test. **g** ATAC-seq and ChIP-seq profile for the MHCII and *Sdc1* gene loci is plotted. ATAC-seq and ChIP-seq data are average of two biological replicates at each division or cell type. PC principal component

Differentially accessible regions (DAR) were determined for all samples compared to the undivided B cells (Div0). In total, 17,007 loci were differentially accessible with roughly equal numbers of loci that gained or lost accessibility (Fig. 1c, d, Supplementary Data 1). A relatively small number of DARs appeared at Div3 and Div5 and in agreement with the PCA, the greatest number of DARs occurred at Div8+. Furthermore, 95% (15,674/16,440) of the Div8+ DAR were specific for that division and correlated with the formation of plasma cells and the acquisition of CD138. To identify the functions of genes surrounding DAR, each DAR was annotated to the closest gene and gene ontology (GO) analysis was performed for early divisions representing the proliferative phase (Div1-5) and Div8+ representing differentiation. During the early divisions, gains in accessibility were associated with genes that function in endothelial mesenchymal transition (e.g., *Ezh2*, *Tgfbr2*), signaling cascades (e.g., *Pik3r1*, *Smad4*), and cellular proliferation (e.g., *Ccnd1*); while increased accessibility in Div8+ occurred in genes encoding transcriptional regulators (e.g., *Prdm1*, *Irf4*) and regulators of apoptosis (e.g., *Bcl2, Mcl1*). Decreases in accessibility were associated with down regulation of B cell lineage genes (Immune system process: e.g., *Irf8, H2-Aa*) and positive regulators of NF-κB signaling (e.g., *Traf3ip2*, *Rel*).

To validate that DAR marked regulatory elements at loci that underwent changes in epigenetic modifications ChIP-seq was performed for H3K27ac and H3K4me3 in naive splenic B cells and Pb formed three days following LPS inoculation as above. Consistent with a function in B cells, DAR that lost accessibility between Div8+ and Div0 demonstrated a significant loss in H3K27ac signal between B cells and Pb (Fig. 1f). These regions are highlighted by the MHCII genes *H2-Aa* and *H2-Eb1* which are silenced during B cell differentiation to Pb. Multiple DAR lost accessibility and demonstrated a concurrent loss in H3K27ac throughout the locus and H3K4me3 at the promoter regions (Fig. 1g). Conversely, Div8+ DAR that gained accessibility were significantly enriched for H3K27ac in Pb and are exemplified by the *Sdc1* locus.

### Association of DNA methylation and accessibility changes

During LPS-induced B cell differentiation, approximately 10% of all CpG change their methylation status, with nearly all losing their methylation. Most hypomethylated CpGs occurred at later divisions and were located within B cell enhancers^2^. To determine the relationship between DNA methylation and chromatin accessibility, the overlap of DAR and differentially methylated loci (DML) at Div5 and Div8+ was computed and the correlation of the datasets was assessed. At Div5, an inverse relationship was observed such that sites that lost DNA methylation gained accessibility (Fig. 2a). At Div8+, as at Div5, nearly all the DAR that contained a DML lost methylation. DML that overlapped DAR at Div5 lost DNA methylation earlier than those that overlapped a Div8+ DAR (Fig. 2b), suggesting an ordered differentiation process through the divisions. Gene expression changes linked to DAR and DML were also explored. Demethylated loci in DAR that gained accessibility between Div0 and Div8+ (Fig. 2a, Q3) were associated with a set of genes that all significantly gained expression compared to all genes (Fig. 2c). Conversely, DML that lost methylation and mapped to DAR that also lost accessibility (Fig. 2a, Q2) were associated with genes that on average decreased expression (Fig. 2c), indicating that mechanisms involved in gene repression were manifested in changes in chromatin accessibility but not DNA methylation. For loci that contained both DAR and DML, the overlap with B cell lineage-specific enhancer landscapes previously determined^2^, as well as similar and distant tissues was computed. While the enhancers at distant tissues (Brain and Testis) exhibited an overlap, B cells, splenic enhancers, and the B cell lymphoma CH12 cell line had a higher odds ratio and were exponentially more statistically significant. For example, the *Mcl1* locus, which is upregulated at Div8+, contained two DAR that gained accessibility at Div8+ and contained demethylated DML that occurred at B cell lineage regulatory regions (Fig. 2d). These data showed that DML and DAR fall within B cell enhancers and that both increases and decreases in chromatin accessibility correlate with gene expression.

**Fig. 2:**
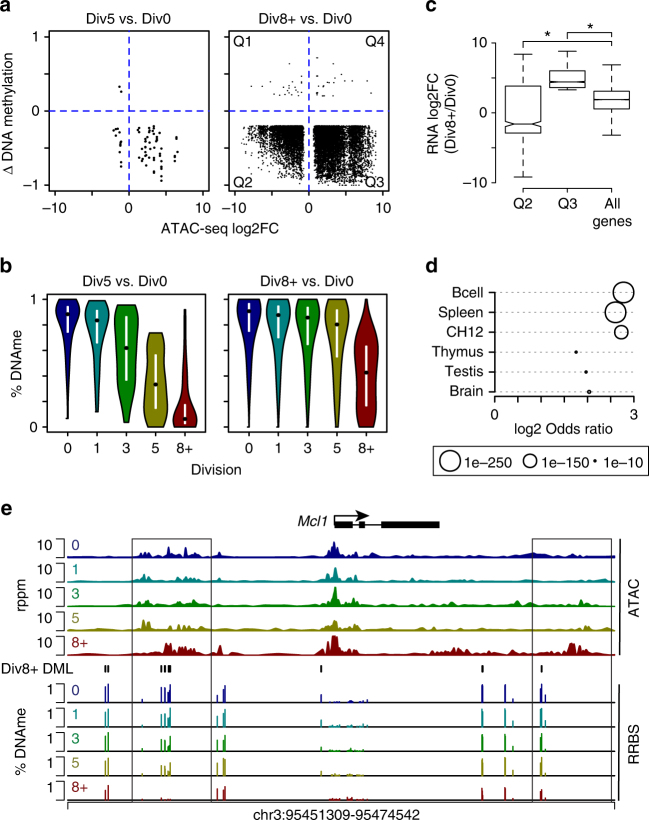
Chromatin accessibility changes are associated with losses in DNA methylation. **a** The change in DNA methylation versus the change in chromatin accessibility for regions that overlap at the indicated division was plotted. DNA methylation data was previously reported^2^. **b** Violin plot describing the percent DNA methylation at each division for CpGs that are plotted in **a**. The mean methylation is indicated by a black dot and white lines denote s.d. **c** Box plot displaying the fold change in gene expression between Div8+ versus Div0 for genes that map to quadrants Q2 and Q3 from **a** compared to the change at all genes. Boxplot center line indicates data median, lower and upper bounds of boxes the 1st and 3rd quartile ranges, and whiskers the upper and lower ranges of the data. *P-value < 2e−16 as determined by Wilcoxon Rank Sum test. **d** The odds ratio (log2 scale) for enhancers from the indicated tissue with loci that are denoted as DAR and DML in **a** between Div8+ versus Div0. Significance was determined by a Fisher’s exact test. **e** ATAC-seq and DNA methylation profile for the *Mcl1* locus is plotted. Boxed regions are B cell lineage enhancers

### DAR encode lineage-specific transcription factor footprints

Transcription factor DNA-binding motifs enriched in DAR were identified to determine the putative transcription factors/families affected by chromatin accessibility changes at each division. The ETS or the composite ETS:IRF family motifs were prevalent across all divisions in DAR that lost accessibility (Supplementary Fig. 1a), suggesting that at a chromatin level, accessibility at these sites is lost to extinguish the B cell program. In ATAC-seq datasets, a discrete footprint reflecting variations in accessibility across a transcription factor motif and the surrounding chromatin can be computed^16, 17^. Base-pair resolution footprints of the ETS family factor SPIB and composite ETS:IRF motif bound by PU.1:IRF8, which negatively regulate plasma cell formation^20^, were analyzed at each division. Both motifs progressively lost accessibility through each division, suggesting that their respective factors no longer functioned at these loci (Fig. 3a). In agreement with the rearrangement of the chromatin architecture upon B cell differentiation^21^, CTCF motifs were enriched at loci that both lost and gained accessibility (Supplementary Fig. 1). Sites that increased accessibility were enriched for factors that control plasma cell differentiation and function including IRF, AP-1, OCT2 motifs, and composite elements including the AICE (IRF:AP-1) and ISRE (IRF:IRF) motifs (Fig. 3b, Supplementary Fig. 1b)^4, 22–24^. Thus, DAR were enriched for transcription factor motifs that function in the differentiation of B cells to plasma cells.

**Fig. 3:**
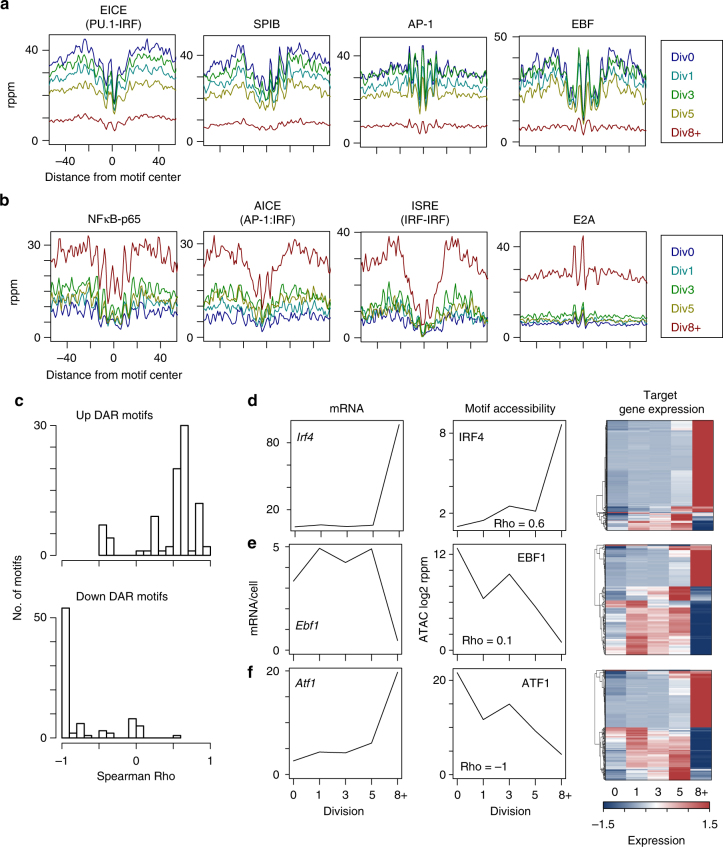
Transcription factor networks program accessibility changes. ATAC-seq derived transcription factor footprints at each division for the indicated motif that was enriched in either down (**a**) or up (**b**) DAR is shown. **c** For each transcription factor binding motif, the average accessibility was calculated and correlated with the expression of the transcription factor across all divisions. Correlations were plotted as Spearman Rho coefficient vs. number of motifs that lost (Down) or gained (Up) accessibility. **d**–**f** For select motifs from **c** the expression at each division (left), the accessibility of the motif (middle), and the expression of the predicted target genes (right) is plotted. The Spearman Rho coefficient for each comparison is indicated

Intriguingly, accessibility changes at the above transcription factor binding motifs occurred in a progressive manner through the distinct cell divisions that reflects activation and differentiation as follows. In the early divisions, changes at NF-κB, AP-1, and composite IRF:AP-1 motifs changed accessibility first; consistent with a role for these factors in activation and proliferation^24, 25^. Conversely, IRF4, IRSE, and the E-box factor sites E2A and TCF12 (HEB) become uniquely accessible at Div8+ (Fig. 3b, Supplementary Fig. 1b). Binding sites for the B cell development factor, EBF, uniquely lost accessibility at Div8+, suggesting that its role in maintaining a B cell fate was no longer required. As above, further analyses of these data revealed remarkable changes in accessibility footprints across the divisions with the greatest changes at Div8+ (Fig. 3a, b). IRF4 has been demonstrated to interact with distinct binding partners during B cell differentiation with the IRF:AP-1 heterodimer (AICE motif) active early and the IRF:IRF homodimer binding to ISRE motifs functioning at later time points^24^. These data support the notion that a hierarchy of transcription factors function to regulate the proliferation/activation versus the differentiation phase of B cell differentiation, and that this hierarchy is linked to cell division.

### Correlation of motif accessibility and expression dynamics

The expression of transcription factors themselves is dynamic during B cell differentiation and this could alter accessibility at cognate binding motifs and/or the expression of target genes. This relationship was explored by first defining a set of 99 transcription factors whose expression was detected in the division RNA-seq dataset^2^ (expressed at >1 mRNA/cell) and contained binding motifs in DAR (Supplementary Fig. 2, Supplementary Data 2). Such factors included *Spi1* (PU.1)*, Spib*, *Ebf1*, *Tbx21*, *Irf4*, and *Irf1*, with each having distinct patterns of expression across the divisions. For DAR that gained or lost accessibility, the correlation between the change in accessibility at each motif and the expression of its respective transcription factor was calculated across the divisions using the Spearman Rho coefficient. For the 85% (65/76) of motifs that gained accessibility there was a positive correlation with an increase in the transcription factor’s expression (Fig. 3c, top). For example, *Irf4* expression increased sharply at Div8+ and correlated with the largest increase in accessibility at IRF4 motifs (Fig. 3d). Such transcription factors and their target genes are likely to be activating. Examination of the expression of the IRF4 target gene set shows that a great majority of these target genes increase in expression in a manner that correlates with IRF4 gene expression (Fig. 3d). Similarly, there was a positive correlation with the loss of transcription factor expression for the 7% of DAR motifs that lost accessibility. This suggests that the loss of the transcription factor binding may have influenced accessibility. For example, sites containing EBF1 motifs lost accessibility in a step-wise manner in congruence with decreased *Ebf1* expression (Fig. 3e). Fifty-eight percent of EBF1 target genes showed decreases in expression (Fig. 3e).

Additionally, negative correlations (68/82 (83%)), such as that for ATF1, were observed in which the expression of a transcription factor increased over the divisions, yet accessibility at its cognate site was decreased (Fig. 3c, f). This suggests that the binding of the transcription factor may function differently at different sites. For example, chromatin surrounding ATF1 binding motifs lost accessibility while *Atf1* mRNA expression increased and ATF1 target genes were both induced and repressed (Fig. 3f). In response to TLR4 signaling the ATF family member ATF3 has been shown to repress *Il6* and *Il12b* transcription^26^. ATF1 may be performing a similar repressive function at genes that increase expression when ATF1 motif accessibility is lost. These data suggest a mechanism whereby decreases in chromatin accessibility could occur by active processes and not simply driven by the absence or presence of a factor, and that it is likely that accessibility at such sites is controlled by additional factors or different members of the same factor binding family.

### Distal element accessibility correlates with gene expression

DNA methylation changes at B cell specific enhancers were associated with changes in gene expression during B cell differentiation^2^. In a similar manner, changes in histone modifications at enhancers correlated with gene expression more robustly than at promoters in other immune cell types^27–29^. This suggests that accessibility differences at enhancers may better reflect gene expression changes. To address this supposition, enhancer and promoter accessibility were separately correlated with gene expression. Here, promoters were defined as gene proximal regions located between −2500 to +500 bp surrounding a TSS. Distal elements were defined simply as accessible regions outside of the proximal promoter regions and within 100 kb of the nearest TSS. Promoter accessibility showed significant correlations with gene expression at Div5 and Div8+. At each division, promoters largely gained accessibility even if gene expression was up or down with a small subset of promoters demonstrating accessibility losses (Fig. 4a). *Ccr7* and *Egr1* are examples of genes where promoter accessibility changes correlated with expression changes (Supplementary Fig. 3a, b). In contrast to promoters, distal elements demonstrated a larger dynamic range in accessibility changes and a highly significant correlation with gene expression at all divisions (Fig. 4b). While there was no difference in correlation between promoters and distal elements at later divisions, Div3 showed a more significant correlation with gene expression than promoters. Two genes that demonstrated a strong correlation of distal element accessibility changes with gene expression were the MHC class II transactivator *Ciita*^30–32^ and *Aicda*, which encodes AID^33^, the factor required for somatic hypermutation and class switch recombination. *Ciita* was down regulated upon differentiation at Div8+, yet maintained promoter accessibility, despite the acquisition of repressive histone modifications^34^ (Fig. 4c, d). Three intronic *Ciita* distal elements all lost accessibility between Div5 and 8+ in conjunction with the loss of expression. For *Aicda*, the distal elements and promoter both gained accessibility, peaking with gene expression at Div5. However, at Div8+, concurrent with a loss of gene expression, only the enhancers lost accessibility.

**Fig. 4:**
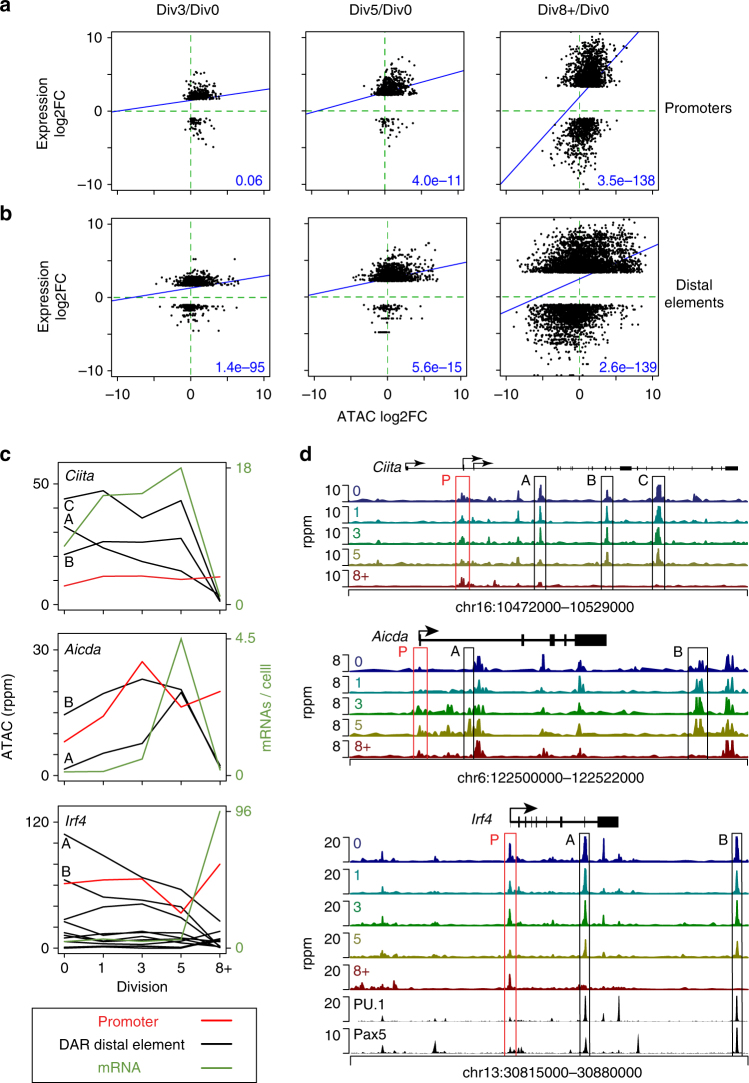
Coordinated changes in gene expression and distal *cis*-element accessibility. Gene expression and chromatin accessibility changes between the indicated division comparison for **a** promoters and **b** distal elements are shown as scatter plots. The significance of the linear regression is indicated. **c** For the indicated gene, the accessibility of all distal element DAR (black line) and the promoter (red line) are plotted with respect to each division. Overlaid on the data is the mRNA expression profile (green) for the same cellular divisions. **d** ATAC-seq accessibility profile for each gene plotted in **c**. For *Irf4*, previously reported B cell data for PU.1^35^ and Pax5^36^ are plotted. rppm, reads per peak per million

Although most distal elements showed a positive correlation with gene expression (Fig. 4b), the inverse was also true in that some distal elements that lost accessibility mapped to genes that gained expression. The *Irf4* gene contains examples of such distal elements that lose accessibility at a time point when expression is induced (Fig. 4c, d). ChIP-seq data from splenic naive B cells found the binding of the B cell lineage factors PU.1^35^ and PAX5^36^ to at least two of these elements, suggesting that these factors function to repress expression of *Irf4* in naive B cells at these sites. Such elements may be negative regulators of transcription and are potentially analogous to those described for T cell differentiation^37^. In addition to negative regulatory elements, a set of these negatively correlating distal elements could be epigenetically programmed to maintain accessibility but no longer influence gene expression.

### Undivided B cells contain primed accessible promoters

Examination of accessible regions in promoters revealed that accessibility did not always correlate with gene expression at a particular division during the differentiation process. To further explore this, promoter accessibility in undivided B cells was annotated for all genes differentially expressed between Div8+ and Div0. A subset of induced genes (591) that gained expression and displayed low levels of promoter accessibility at Div0 (Fig. 5a), consistent with these genes not being expressed at Div0. These induced promoters significantly gained accessibility by Div8 (Fig. 5b), and included *Igj*, *Il10* (Fig. 5c), and *Egr1* (Supplementary Fig. 2). Unexpectedly, 820 promoters were highly accessible at Div0 despite not being expressed until Div8+ (Supplementary Data 3). These gene promoters were termed ‘primed’ because they had accessible promoters at Div0 but were not expressed at this division. Interestingly, primed genes were ultimately expressed at a higher level in Div8+ than induced genes (Fig. 5b). GO analysis of primed genes revealed enrichment for pathways that function in cell cycle processes, metabolism, translation, and protein glycosylation (Fig. 5d). Examples of genes with primed promoters include: the cell cycle regulators *E2f8* and *Rgcc*, the ER membrane component *Emc7*, and the master transcriptional regulator of plasma cell fate *Prdm1*^38, 39^.

**Fig. 5:**
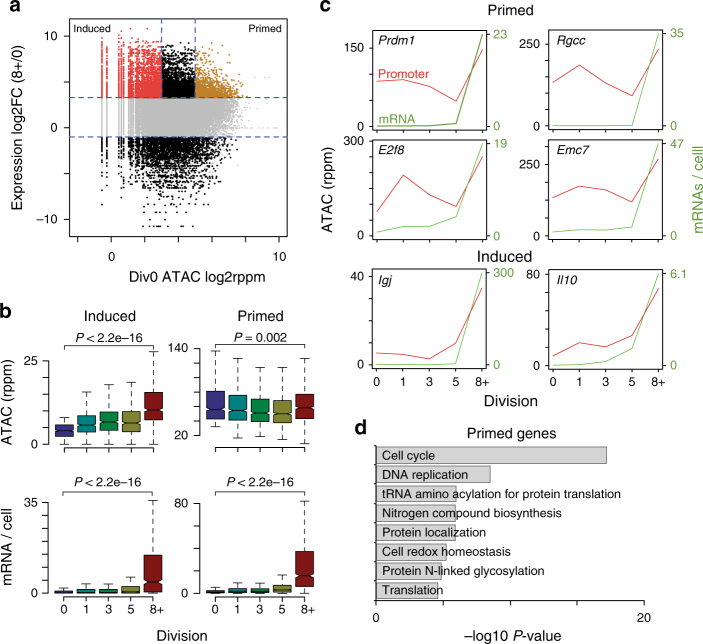
A subset of promoters display a primed accessibility structure. **a** For all genes with significant gene expression changes between Div8+ and Div0, the change in gene expression is plotted vs. their promoter accessibility at Div0. Genes in which both expression and accessibility (log2 rppm < 3) was induced are labeled in red, and genes in which expression is increased at Div8+ but were highly accessibility at Div0 (log2 rppm > 5) were labeled as primed (gold). **b** For induced and primed gene sets, the promoter accessibility and gene expression kinetics are shown across all divisions. Boxplot center line indicates data median, lower and upper bounds of boxes the 1st and 3rd quartile ranges, and whiskers the upper and lower ranges of the data. Significance between Div0 and Div8+ was determined by two-tailed Student’s *T*-test. **c** The promoter accessibility and gene expression changes across all divisions for the indicated gene promoters with a primed (top) or induced (bottom) accessibility pattern. **d** Gene ontology results for primed accessible loci in gold from **a**

### H3K27me3 is enriched at primed accessible promoters

The finding of primed gene promoters above, suggested that specific epigenetic mechanisms may play a role in regulating gene expression of this gene set. The trimethylation of histone H3 at lysine 27 (H3K27me3) functions to repress transcription during cell fate transitions during development and is deposited by EZH2^8, 9^. EZH2 is known to repress plasma cell genes, including *Prdm1*, in the germinal center^11–13^. To determine if EZH2 performed a similar function at primed gene promoters, ChIP-seq was performed for H3K27me3 in naive CD43^−^ splenic B cells (nB) and in CD138^+^ splenic Pb isolated at day 3 following LPS inoculation^40^. These cells represent comparable time points for Div0 (nB) and Div8+ (Pb), respectively. In total, 117 primed promoters were enriched for H3K27me3 in B cells (Fig. 6a). A strong correlation of H3K27me3 enrichment at primed promoters was also observed using two previously published datasets from B cells^36, 41^ isolated from similar splenic compartments (Supplementary Fig. 4a), confirming the programming of this gene set. Additionally, 308 induced gene promoters were marked by H3K27me3 in nB. Consistent with primed genes being expressed in Pb a significant loss in H3K27me3 was observed in Pb at primed promoters (Fig. 6b). For example, *Rgcc* and *Prdm1* were not expressed at Div0 but exhibited accessible promoters in all divisions (Fig. 6c). Additionally, surrounding the promoter accessibility peak, all three datasets showed an enrichment of H3K27me3 in B cells that was lost in Pb. In contrast, the HoxA locus, which is extensively enriched for H3K27me3, was unchanged in both B cells and Pb (Supplementary Fig. 4b), demonstrating that loss of H3K27me3 at the primed gene promoters was specific.

**Fig. 6:**
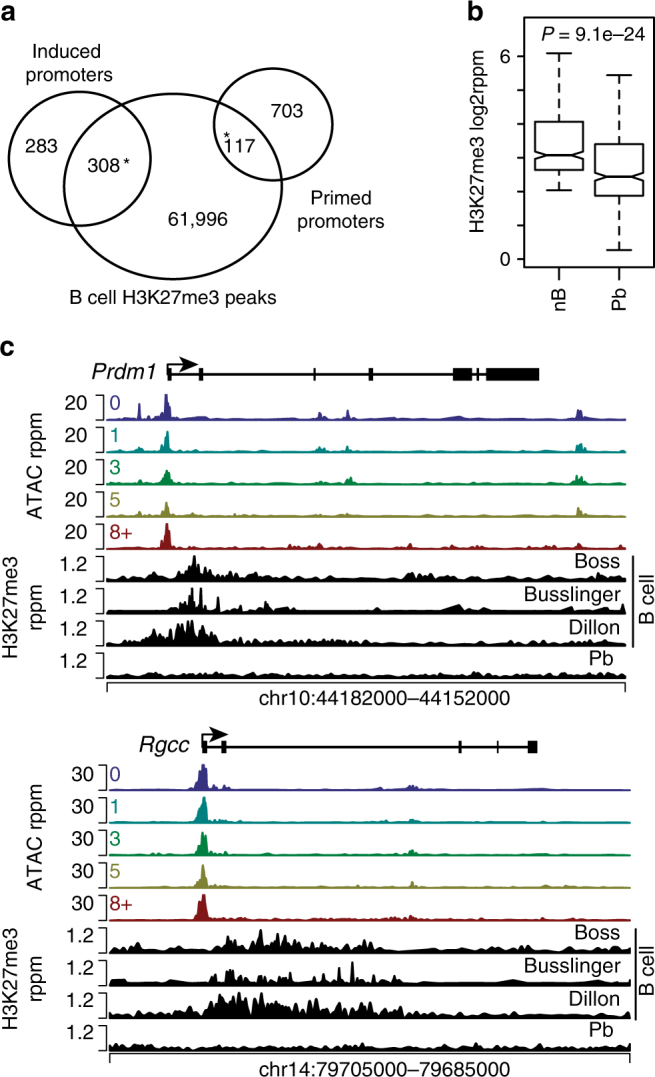
H3K27me3 marks a subset of primed-accessible promoters. **a** Venn diagram displaying the overlap of regions enriched for H3K27me3 in B cells with primed and induced accessible promoters. A significant overlap with a *P-value < 1e−5 as determined by Fisher’s exact test. **b** Box plot showing a comparison of H3K27me3 enrichment at primed-accessible promoters in B cells versus splenic plasmablasts. Boxplot center line indicates data median, lower and upper bounds of boxes the 1st and 3rd quartile ranges, and whiskers the upper and lower ranges of the data. Significance was determined by a two-tailed Student’s *T*-test. **c** Promoter accessibility across all divisions and H3K27me3 enrichment in B cells and plasmablasts are displayed for two example loci. H3K27me3 ChIP-seq data was an average of two biological replicates from both B cells and plasmablasts

### Inhibition of EZH2 enhances ex vivo plasma cell formation

Naive B cells express low levels of *Ezh2* mRNA, however; when stimulated ex vivo with LPS, IL2, and IL5, a transient increase in expression is observed followed by a decrease that coincided with induction of *Prdm1* expression^30^. Therefore, this ex vivo system was used to further determine the relationship between H3K27me3 and primed genes. EZH2 has been the target of drug discovery due to the presence of activating mutations in B cell lymphomas^13^. Treatment of the P3X63ag8.653 plasmacytoma cell line with the EZH2 inhibitor GSK343^13^ resulted in a dose dependent decrease in global H3K27me3 levels but not other trimethylated residues such as H3K4me3 or total histone H3 (Supplementary Fig. 4c) that is consistent with previous observations^13, 15^. Therefore, ex vivo B cell differentiation with LPS, IL2, and IL5^30^ and either DMSO or 2 μm GSK343 was used to determine the function of EZH2. Compared to control cultures, B cells cultured in the presence of GSK343 demonstrated a 2.5-fold enhancement in CD138^+^ plasma cells (Fig. 7a, b). The enhancement was not specific to LPS stimulation as cells treated with CD40L, IL4, and IL5 also displayed a similar increase in CD138^+^ cells (Fig. 7c, d). These results are consistent with enhanced numbers of CD138^+^ plasma cells from *Ezh2*^−/−^ B cells following ex vivo CD40L, IL4, and BAFF stimulation^11^. Next, following three days culture with LPS, IL2, and IL5, 1 × 10^6^ CD138^+^ cells were cultured for five hours and the total secreted IgM levels measured by ELISA. Plasma cells that formed in the presence of GSK343 did not secrete significantly more IgM than control cultures (Fig. 7e), indicating GSK343 enhanced the number of plasma cells but not their function. These data indicate that in this in vitro system, EZH2 functions as a repressor of plasma cell formation.

**Fig. 7:**
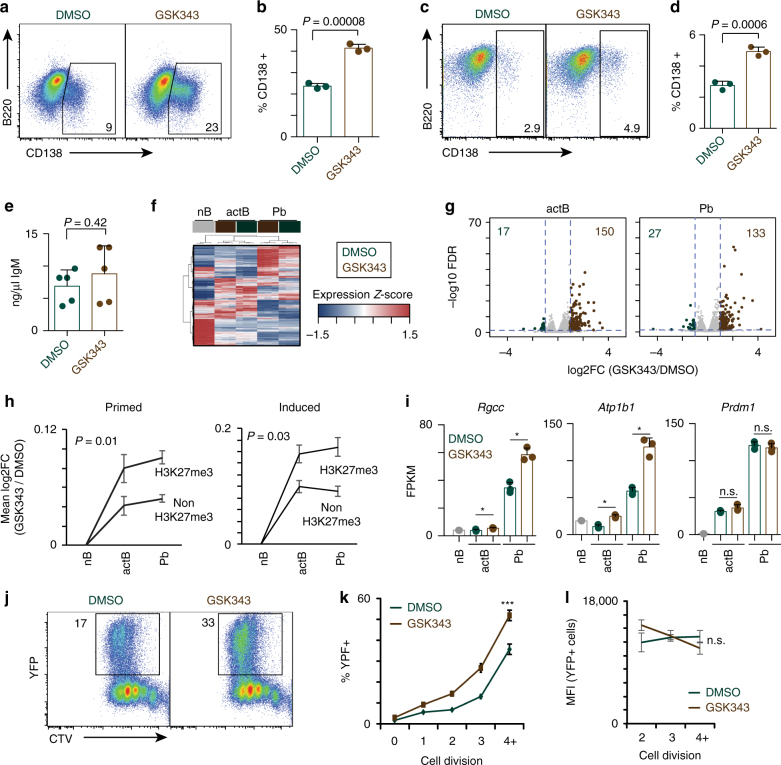
Inhibition of EZH2 results in enhanced plasma cell differentiation. **a** Representative flow cytometry analysis of B220 versus CD138 expression following ex vivo culture with LPS, IL2, and IL5 for three days +/− GSK343. **b** Quantification of data from **a**. **c** Representative flow cytometry analysis of B220 versus CD138 expression following ex vivo culture with CD40L, IL4, and IL5 for three days +/− GSK343. **d** Quantification of data from **c**. **e** Secretion rate of IgM/hr for plasma cells cultured from **a**. **f** Hierarchical clustering of samples and DEG between GSK343 treated actB and Pb. **g** Volcano plot of RNA-seq data quantitating changes in gene expression following GSK343 treatment comparing actB cells (B220^+^GL7^+^CD138^−^) (left) and Pb (CD138^+^) (right). Genes significantly up or down regulated are color-coded. **h** For primed and induced genes, the mean log2 fold change (FC) for genes marked versus not marked by H3K27me3 is plotted. Significance between datasets was determined by two-way ANOVA. **i** RNA-seq expression data for the indicated genes for each cell type. FPKM, fragments per kilobase per million. Asterisk (*) indicates significant differential expression as determined by edgeR. **j** Representative flow cytometry of cell trace violet (CTV) labeled Blimp-1-YFP B cells after three days culture with LPS, IL-2, and IL-5 in the presence of DMSO or GSK343. The percentage of YFP^+^ cells are indicated. **k** YFP^+^ cells from **j** are quantitated at each division. Significance determined by two-way ANOVA with ***P-value <0.0001. **l** The MFI of YFP+ cells from **j** is quantitated for divisions 2 through 4+. Significance was tested by two-way ANOVA. RNA-seq in **f** was performed on three biological replicates for each cell type. For **b**, **d**, **e**, **h**, **i**, **k**, and **l** the mean is plotted and s.d. is shown. Data from **a**, **c**, **e**, and **j** were representative examples from three independent biological replicates that were performed three times. For **b**, **d**, and **e** significance was determined by two-tailed Student’s *T*-test

### Accessible promoters regulated by EZH2

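RNA-seq libraries were prepared from naive CD43- splenic B cells (nB), and from activated B cells (actB, B220+GL7+CD138-) and CD138+ plasmablasts (Pb) sorted after 3 days of culture. The cultures held the EZH2 inhibitor GSK343 at 2 μM or DMSO as the vehicle, which gives 5 groups of 3 libraries. The paper gives the stimulus of these cultures as LPS, IL2, and IL5, and the labels of the Pb libraries with GSK343 give IL6 in place of IL5. If these labels hold, GSK343 against DMSO in Pb, and its difference from actB, also compare IL6 with IL5. Poly(A) RNA, from 500 ng of total RNA, was sequenced as 50 bp paired-end reads, and the authors mapped the reads to mm9 and counted those that overlapped exons of each Entrez gene. The deposited values are RPM (reads per 1000000 reads counted), although their table is named for RPKM: every column sums to this number and every value is a whole number of reads. Between 19421830 and 26307413 reads were counted per library, with a median of 23041173 in nB, 24117389 in actB with DMSO, 24657741 in actB with GSK343, 20445386 in Pb with DMSO, and 20007699 in Pb with GSK343. A gene with no reads could lie at up to 0.154 RPM, the value of 3 reads in the smallest library. RPKM was computed as RPM divided by the gene's length in kilobases.

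The columns of nB replicates 1 and 2 held nearly the same reads. Their chi-square per degree of freedom was 0.00958 over 14442 genes, where every other comparison of libraries of one group gave at least 3.58. The number of reads was identical for 85.5% of genes between nB replicates 1 and 2 and for 20.5% between nB replicates 1 and 3. These columns were therefore treated as 1 library, which leaves n = 2 for nB and n = 3 for the other groups. Genes with an RPKM of at least 1 in at least 3 of the 15 deposited columns, nB replicates 1 and 2 counted apart, were kept. These 11299 genes were tested with limma on log2(RPKM + 0.25), with a trend of the variance on the mean. The 14 libraries shared 1 estimate of the spread per gene, with 9 residual degrees of freedom. All tests between groups were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were called changed.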

To further analyze the molecular changes induced upon inhibition of EZH2, RNA-seq was performed on nB and purified activated B (actB, B220^+^GL7^+^CD138^−^) cells and Pb following 3 days culture with LPS, IL2, and IL5 in the presence or absence of GSK343. Consistent with a repressive role for EZH2, more genes were upregulated following GSK343 treatment than downregulated in both actB and Pb (Fig. 7f, g). 

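Clustering of the libraries separated nB, actB, and Pb first. Pearson's r of log2 expression was 0.987 to 0.996 between libraries of the same group and 0.981 to 0.992 between DMSO and GSK343 libraries of one cell type. It was 0.889 to 0.928 between actB and Pb, 0.806 to 0.823 between nB and actB, and 0.715 to 0.741 between nB and Pb. With 5 clusters, the 3 Pb libraries with DMSO and the 3 with GSK343 formed clusters of their own. In actB, by contrast, the replicate 2 libraries of both treatments clustered together, apart from the other 4 actB libraries. Between Pb and actB with DMSO, 7877 genes differed, 3086 higher and 4791 lower in Pb, and the median log2 fold change of all genes was -0.12. With each library scaled to a median log2 ratio of 0, 3772 genes were higher and 3951 lower. Between Pb with DMSO and nB, 9104 genes differed, 4458 higher and 4646 lower in Pb.

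**Figure D1:**
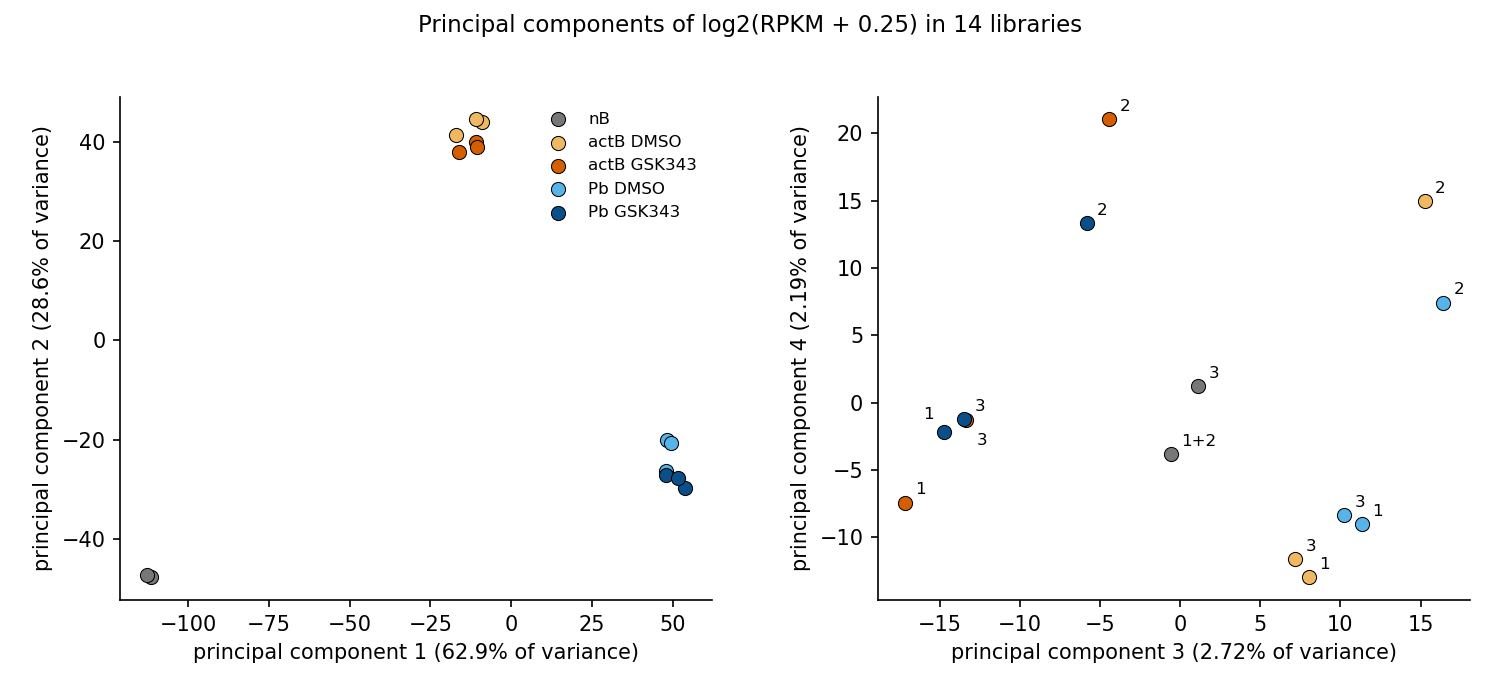
Principal components 1 and 2 (left) and 3 and 4 (right) of the 14 libraries, in the units of the component scores, with each point 1 library coloured by group and, on the right, labelled with its replicate number. Components 1 and 2 hold 62.9% and 28.6% of the variance and separate nB, actB, and Pb, component 3 (2.72%) separates GSK343 from DMSO in both cell types, and component 4 (2.19%) sets replicate 2 of all 4 cultured groups above the other replicates.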

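The transcript of the drug's target, *Ezh2* (Entrez 14056, chromosome 6 of mm9 from 47480273 to 47545340), was not called changed. Its level was 101.2 ± 6.26 RPKM (SD, n = 3) in actB with DMSO and 120.4 ± 12.4 with GSK343, a log2 fold change of 0.25 (standard error 0.080, adjusted p = 0.0705 from limma). In Pb the level was 77.6 ± 5.62 and 82.6 ± 4.33 RPKM (adjusted p = 0.531). A long noncoding RNA gene overlaps its exons on the other strand, and the counting is not stated to use strand. The adjusted p of *Ezh2* in actB was 0.00304 with the replicate number as a block, which calls it changed, and 0.00304 to 0.1001 over the 7 other settings tried for single genes.

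In actB, 1170 genes were called changed by GSK343, of which 926 (79.1%) were higher and 244 lower. In Pb, 1458 genes were called, 893 (61.2%) higher and 565 lower. Among genes with an absolute log2 fold change of at least 1, where the dashed lines of Fig. 7g stand, 71 were higher and 6 lower in actB, and 69 were higher and 13 lower in Pb. With array quality weights, 3001 genes were called in actB and 2867 in Pb, and with the compared groups alone 386 in actB and 1255 in Pb. With the replicate number as a block, 1588 genes were higher and 660 lower in actB, and 1475 were higher and 1151 lower in Pb. Quantile normalization lowered the share of higher genes in actB to 61.6%, with 606 higher and 378 lower, and in Pb to 56.2%.

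Of the genes called in both cell types, 465 were higher in both and 124 lower in both. The other 3, *Cisd3*, *Arhgef18*, and *Ptpn22*, which are named after their values were seen, were higher in actB and lower in Pb. Across all genes tested, which are not independent replicates, the log2 fold changes of actB and Pb had a Pearson's r of 0.612. In 9 combinations of other splits of the libraries that mix DMSO and GSK343, its size was at most 0.337. The 2 largest falls in actB, among called genes with a mean of at least 2 RPKM and every GSK343 library below every DMSO library, were those of *Cabp4* and *Grm6*. The log2 fold change of *Cabp4* (chromosome 19, 4135425 to 4139609) was -1.13 (standard error 0.32, adjusted p = 0.0418 from limma), and the call was lost in 5 of the 6 fits that each left out 1 library. That of *Grm6* (chromosome 11, 50664187 to 50679710), which a noncoding transcript overlaps on the other strand, was -1.11 (standard error 0.23, adjusted p = 0.0114), with an adjusted p of 0.0518 without actB GSK343 replicate 3.

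**Figure D2:**
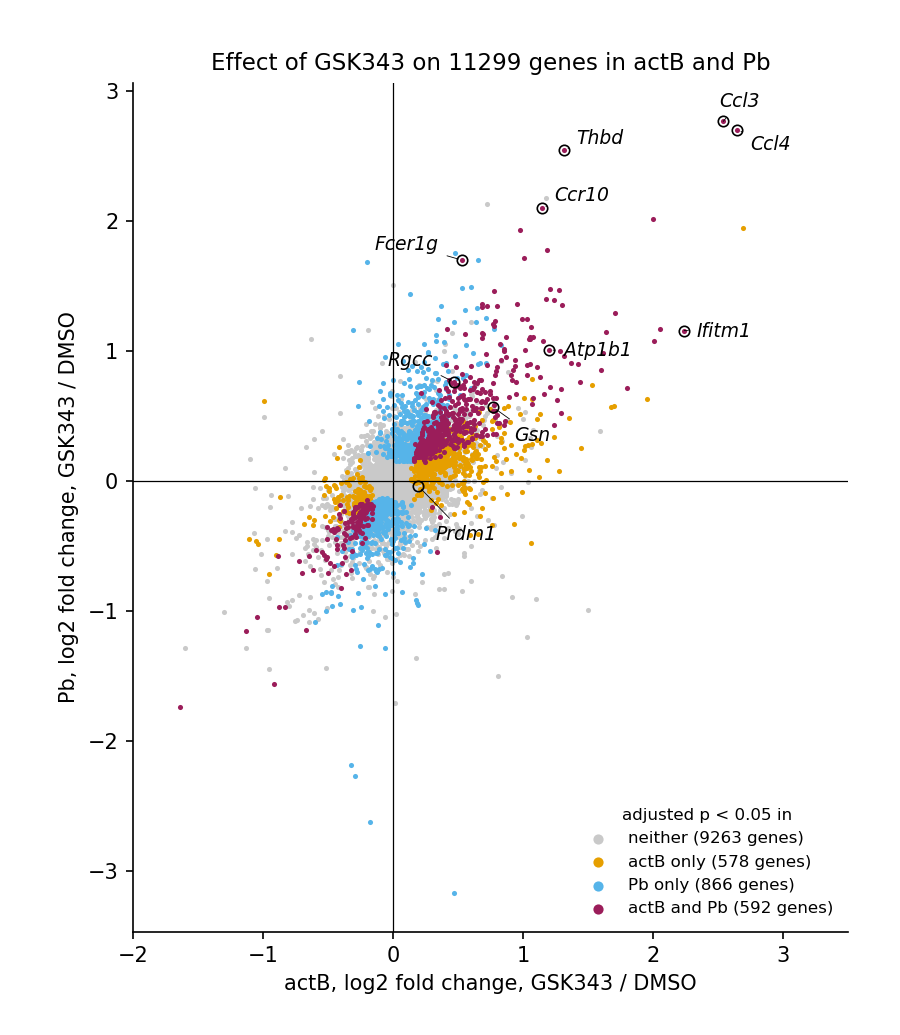
Log2 fold change between GSK343 and DMSO in actB (x axis) and in Pb (y axis), with each point 1 gene tested, coloured by the cell types in which its adjusted p is under 0.05 and with some of the genes named in the text circled. Of the 592 genes called in both cell types, 465 are higher and 124 lower in both.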

A subset of Blimp-1 target genes require EZH2 for maximal repression, and similar to previous reports^15^, were upregulated in Pb treated with GSK343 and included *Hck and Gsn* (Supplementary Fig. 4d). 

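*Gsn* (Entrez 227753), the gene of the actin-binding protein gelsolin, lies on chromosome 2 of mm9 from 35111927 to 35163420. In Pb its level was 1.28 ± 0.242 RPKM (SD, n = 3) with DMSO and 2.08 ± 0.804 with GSK343, from 63 to 177 reads per library. The log2 fold change of 0.57 (standard error 0.23) did not pass the threshold, with an adjusted p of 0.130 from limma. The adjusted p was 0.00773 with the replicate number as a block, and 0.00725 to 0.193 over the other settings, and without Pb GSK343 replicate 2 the log2 fold change was 0.30.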

The presence of H3K27me3 at primed and induced promoters predicts that the expression of these genes would be significantly altered by inhibition of EZH2. 

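The 820 promoter peaks in Supplementary Data 3, of which 117 carry an H3K27me3 peak in nB, belong to 769 genes, 109 of them with a marked peak. Of these genes, 102 marked and 650 not marked by H3K27me3 passed the filter on expression. In actB, the mean log2 fold change with GSK343 was 0.056 (standard error over genes 0.026) at marked primed genes and 0.037 (standard error 0.0065) at primed genes not marked. Both means depended on single libraries. Without actB DMSO replicate 2 they were 0.011 and -0.026, and without actB GSK343 replicate 2 they were 0.082 and 0.085. The difference of 0.019 lay within what permuting the mark across genes gave (permutation test, two-sided p = 0.329). It changed direction with quantile normalization (-0.0084), with medians in place of means (-0.017), and without actB GSK343 replicate 2 (-0.0036).

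In Pb, the mean was 0.086 (standard error 0.024) at marked and 0.048 (standard error 0.0065) at not marked primed genes. The difference of 0.038 had a two-sided permutation p of 0.0462, or 0.0923 after adjustment over the 2 cell types, and genes are not independent replicates. With the mark permuted within quintiles of mean expression, so that marked genes were compared with genes of like level, p was 0.140. Gene set tests that allow for correlation between genes gave p = 0.790 (camera with estimated correlation), 0.377 (camera with a preset correlation), and 0.163 (fry) for the 102 marked genes among the primed genes. Without Pb DMSO replicate 3, the difference was 0.033.

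With libraries as the replicates, the mean log2 expression of marked minus not marked primed genes rose from -0.911 ± 0.036 (SD, n = 3) with DMSO to -0.892 ± 0.041 with GSK343 in actB (exact permutation test, two-sided p = 0.6). In Pb it rose from -0.686 ± 0.0098 to -0.647 ± 0.0070 (exact permutation test, p = 0.1). This is the smallest p that 3 libraries against 3 can give, and every GSK343 library lay above every DMSO library. In Pb the change was larger at marked genes in 3 of 3 comparisons of libraries with the same replicate number. The difference between marked and not marked genes was not compared between actB and Pb.

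**Figure D3:**
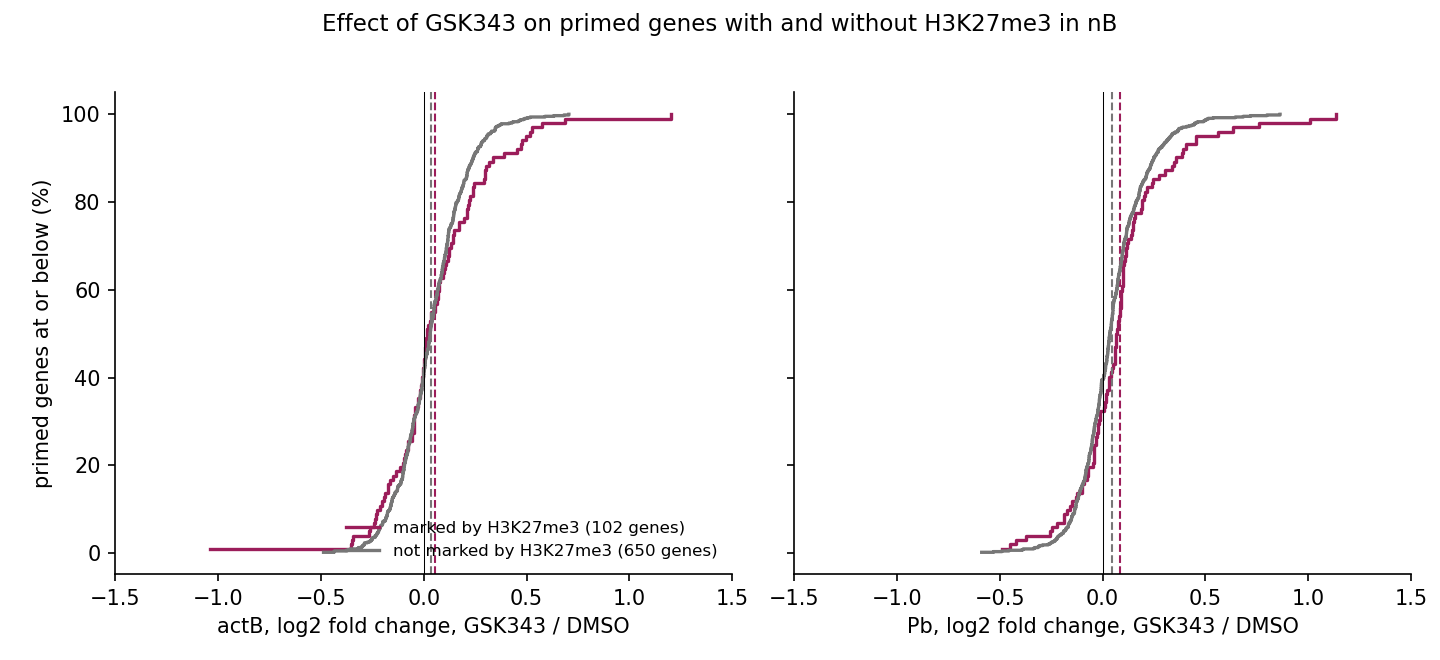
Percentage of primed genes (y axis) at or below a given log2 fold change between GSK343 and DMSO (x axis) in actB (left) and Pb (right), for the 102 genes marked and the 650 not marked by H3K27me3, with dashed lines at the means. In Pb the means lie at 0.086 and 0.048, and in actB at 0.056 and 0.037.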

At primed genes marked by H3K27me3, a larger increase in expression was observed in both actB and Pb versus those primed genes not marked by H3K27me3 (Fig. 7h). Primed accessible genes that demonstrated enhanced expression included *Rgcc* and *Atp1b1* (Fig. 7i). 

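*Rgcc* (Entrez 66214), a cell cycle regulator listed under an older symbol in the annotation, lies on chromosome 14 of mm9 from 79688558 to 79701442. Its primed promoter peak, marked by H3K27me3, spans 79701281 to 79701610 and covers the annotated start of the transcript. Its level was 34.6 ± 3.92 RPKM (SD, n = 3) in Pb with DMSO and 58.5 ± 4.74 with GSK343, a log2 fold change of 0.76 (standard error 0.12, adjusted p = 0.00235 from limma). In actB it was 3.92 ± 0.783 and 5.49 ± 0.515 RPKM, a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.0305), and in nB 4.07 ± 0.052 (n = 2). The call in actB was lost with quantile normalization (adjusted p = 0.0774), with edgeR on the recovered reads (adjusted p = 0.0509), and in 4 of the 6 fits that each left out 1 actB library (adjusted p up to 0.104, without GSK343 replicate 1).

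*Atp1b1* (Entrez 11931), a subunit of the sodium-potassium ATPase, lies on chromosome 1 from 166367398 to 166388486, with a marked primed peak from 166388458 to 166388643 at its start. It rose from 10.8 ± 2.55 to 24.9 ± 2.12 RPKM in actB (log2 fold change 1.20, standard error 0.13, adjusted p = 3.78e-04) and from 58.8 ± 4.85 to 118.6 ± 12.04 RPKM in Pb (log2 fold change 1.01, standard error 0.13, adjusted p = 7.18e-04). Its level in nB was 18.8 ± 0.312 RPKM. Both calls held in all 7 other settings tried for single genes and with each library left out in turn. For both *Rgcc* and *Atp1b1*, every GSK343 library was above every DMSO library of its cell type.

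The other primed genes given as examples (Fig. 5), *E2f8* and *Emc7*, were not called changed in either cell type. The log2 fold changes of *E2f8*, marked by H3K27me3 and overlapped by a noncoding RNA gene on the other strand, were 0.17 in actB and 0.030 in Pb (adjusted p = 0.517 and 0.932). Those of *Emc7*, not marked, were 0.0018 and 0.14 (adjusted p = 0.999 and 0.240).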

Similar to the primed gene set, induced genes marked by H3K27me3 were significantly more highly induced following GSK343 treatment than induced genes not marked by H3K27me3 (Fig. 7h). These data indicate that a distinct set of primed and induced accessible promoters are regulated by EZH2 in B cells.

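Among the primed genes tested, the marked genes called higher with GSK343 in actB were 10 of 102 (9.80%), and the not marked genes 45 of 650 (6.92%; Fisher's exact test, two-sided p = 0.306). In Pb they were 10 (9.80%) and 58 (8.92%; Fisher's exact test, p = 0.713). Called lower were 3 marked and 15 not marked genes in actB, and 1 marked and 12 not marked in Pb. Of all genes tested, 8.20% in actB and 7.90% in Pb were called higher. Under the fit with the replicate number as a block, 17 marked and 89 not marked primed genes were called higher in actB, and 18 and 113 in Pb. The induced genes were not analysed here. The paper predicts that genes with H3K27me3 at their promoters change with inhibition of EZH2. From the larger mean increase at marked than at not marked primed and induced genes, it concludes that EZH2 regulates a distinct set of these promoters in B cells.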

### Altered kinetics of *Prdm1* expression in the absence of EZH2

*Prdm1* expression is fully induced at Div8+ in vivo^2^ and at day 2 in this ex vivo culture system^30^. In purified cell types *Prdm1*, which was annotated as a primed gene, did not exhibit significant expression changes following GSK343 treatment (Fig. 7l). However, this analysis did not rule out differences in the timing of expression across cell division and differentiation. 

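*Prdm1* (Entrez 12142), which encodes Blimp-1, lies on chromosome 10 of mm9 from 44156983 to 44248307, with a marked primed peak from 44178425 to 44178676. Its level was 1.217 ± 0.049 RPKM in nB (SD, n = 2). In actB it was 31.3 ± 1.35 RPKM (n = 3) with DMSO and 36.0 ± 4.42 with GSK343, a log2 fold change of 0.20 (standard error 0.076, adjusted p = 0.125 from limma). The adjusted p in actB was 0.0410 with the replicate number as a block, which calls *Prdm1* higher with GSK343, and 0.1999 at most over the other settings. With 1 actB library left out, the log2 fold change was 0.098 (without actB GSK343 replicate 3) to 0.25, with an adjusted p of 0.0862 to 0.407. In Pb the level was 120.6 ± 4.96 and 117.3 ± 5.87 RPKM, a log2 fold change of -0.041 (standard error 0.076, adjusted p = 0.797). The effects in actB and Pb were not shown to differ (log2 difference -0.24, adjusted p = 0.537).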

To determine a correlation between EZH2 inhibition, cell division, and gene expression, B cells from the Blimp-1-YFP reporter mouse^42^ were labeled with CTV and cultured ex vivo with LPS, IL2, and IL5 in the presence or absence of GSK343. In control cultures, YFP^+^ cells peaked after three-four divisions (Fig. 7j). In GSK343 treated cultures, YFP^+^ cells were significantly more abundant as early as division two and resulted in 2-fold more YFP^+^ cells in the culture (Fig. 7j, k). However, like the RNA expression data for *Prdm1* (Fig. 7i), the MFI for Blimp-1-YFP positive cells remained unchanged irrespective of division (Fig. 7l). These data suggest that by inhibiting EZH2, a higher proportion of cells have induced Blimp-1 expression and potentially other primed genes at earlier divisions. Thus, EZH2 may participate through multiple mechanisms to regulate the timing and magnitude of both primed and induced genes.

## Discussion

B cell differentiation is mechanistically linked to cellular division^43–45^; however, a limited toolkit exists to dissect epigenetic remodeling events in tandem with division. The sensitivity of ATAC-seq, coupled with in vivo tracking of cellular division and differentiation, identified a collection of *cis*-regulatory elements that occur during in vivo B cell differentiation to plasma cells. For example, ATAC-seq of the *Ciita* gene locus, which has been extensively studied by our lab and others^34, 46–48^, identified a larger number of potential regulatory regions than previously thought. It is important to recognize that accessibility is a readout of chromatin structure and that multiple mechanisms, including DNA methylation and the posttranslational modifications of histones, as well as the binding of transcription factors, participate in controlling accessibility and ultimately gene regulation. The integration of DNA methylation and accessibility data provided a more complete picture of epigenetic regulation of B cell differentiation. For example, in contrast to the targeted DNA hypomethylation that occurs during B cell differentiation, roughly equal numbers of loci gained or lost accessibility across the divisions, and these changes were more strongly correlated with gene expression, particularly at distal elements. Because de novo DNA methylation is very low in response to LPS, the losses in chromatin accessibility at *cis*-elements suggest additional mechanisms that facilitate gene silencing, such as repressive post-translational histone modifications. As discussed below, chromatin accessibility does not always correlate with transcriptional status. Thus, it is essential that epigenetic datasets are integrated with RNA-seq data to properly correlate chromatin accessibility, particularly at promoters, with activity of a given gene or gene system.

At the cell division/differentiation stages assayed here, the ATAC-seq and transcription data suggest several potential paths that B cells undergo as they differentiate into plasma cells. In one model, B cell differentiation and programming is progressively linked to cell division and can be divided into three molecular stages. Immediately following stimulation, few changes were observed in either chromatin accessibility or gene expression. This suggests that B cells are pre-programmed to initiate division and expand in response to type I T independent signaling events such as LPS. The second stage, from Div3-Div5, marks early B cell reprogramming events that could be a consequence of proliferation or a prerequisite for later plasma cell differentiation. During these divisions, B cells expressed the GL7 activation marker, were rapidly proliferating, and displayed initial chromatin accessibility and transcriptional changes, including global transcriptome amplification^2^. These changes are likely mediated by the LPS signaling cascade through MyD88 and TRIF, resulting in activation of NF-κB, IRF, and AP-1 transcription factors^49^. The signature of these transcription factor networks was observed in the accessibility at NF-κB and composite IRF:AP-1 motifs at Div3 and Div5 (Supplementary Fig. 1). DNA methylation was also lost in regions surrounding these motifs at the same divisions^2^. Additionally, at Div5, low levels of *Prdm1* expression can first be detected, suggesting that cells expressing Blimp-1 may be transitioning from the activated state to plasma cells. The third stage, which was assessed at Div8+ here, coincided with differentiation processes and was manifested by acquisition of CD138 and loss of B220 surface expression and full expression of *Prdm1*. This final stage resulted in the greatest changes in chromatin accessibility. A distinct switch in transcriptional networks was also observed as DNA binding motifs for essential plasma cell regulators IRF4^24, 50^ and E2A^51, 52^ became accessible. Additionally, at Div8+ a subset of sites containing activation factor motifs (i.e., NF-κB), as well as B cell lineage factors such as EBF1 lost accessibility, thus terminating the activation and B cell programs. The key plasma cell genes, Blimp-1 and IRF4 were fully induced at this stage. At this point it is unclear if the abrupt differentiation observed at division eight is programmed due to proliferation and cellular division^43–45^, changing concentrations of transcription factors^50, 53^, or through orchestrated changes in chromatin accessibility at enhancers/silencers and promoters of key B cell and plasma cell genes.

The data presented do not distinguish from an alternative model that could include a stochastic process in which the more divisions a cell undergoes the more likely it will differentiate to plasma cells. Such a model has been presented previously^44^. Another possibility is that the cells could acquire plasmablast markers (CD138) at an earlier division and continue to divide, placing them in Div8+ at the time of the assay. This model could include early expression of Blimp-1 and display an accelerated reprogramming from the B cell fate. Irrespective of the path that the cells take, the changes in accessibility at transcription factor motifs provides a roadmap to the steps required for differentiation.

The licensing of *cis*-elements, such as enhancers, is dependent on pioneering and/or cell lineage transcription factors that can displace nucleosomes at key genes^28, 54, 55^; however, it is less clear how the opposite process occurs when *cis*-element accessibility is lost and gene repression occurs. Conceptually, this could be accomplished by non-mutually exclusive processes that include loss of an activating transcription factor or the binding of a repressor that could decommission a region or an enhancer. This concept was explored using the relationship between transcription factor expression and accessibility at its putative binding sites. As somewhat expected, transcription factors that bound motifs enriched in loci that gained accessibility also increased in their expression. In contrast, transcription factor binding sites that showed decreased accessibility were also found to have increased expression of the potential binding factor. This latter point was highlighted by both the AP-1 factor ATF1 and Blimp-1. These data suggest that loss of chromatin accessibility at distinct sites may be an active process mediated by repressors. For example, in CD8 T cells, Blimp-1 binding leads to the eviction of NFATC1 and accumulation of repressive histone marks to repress PD-1 expression^56^, suggesting a mechanism by which removal of positively acting factors results in chromatin closing and gene silencing.

The kinetic analysis of gene expression and accessibility described herein revealed a subset of primed genes that contained accessible promoters but were not transcribed in undivided B cells. In memory CD8 T cells, genes with primed promoters encoded important effector functions that would be required during reactivation^37^. In naive B cells, primed promoters occurred at genes with cell cycle and metabolic functions but also the essential plasma cell transcription factor *Prdm1*^38, 39^. Therefore, similar to CD8 T cells, B cell genes that function in the next developmental phase (i.e. activation and differentiation) displayed a pre-existing chromatin accessibility programming that may reduce the number of molecular steps necessary for or allow for a more rapid induction. A subset of primed promoters was marked by the repressive post-translational histone modification H3K27me3 and inhibition of the enzyme responsible for deposition, EZH2, resulted in enhanced expression of primed genes. H3K27me3 has been shown to mark essential developmental gene promoters and has been suggested to allow precise temporal and synchronized control of transcription^8, 14, 57^. EZH2 is highly upregulated in proliferating GC B cells^11–13^ and in response to LPS in vivo^2^ and ex vivo^30^. These data suggest that in proliferating B cells, as in the GC, EZH2 functions to repress differentiation. Moreover, inhibition of EZH2 catalytic activity resulted in early induction of *Prdm1* expression ex vivo. Reducing the molecular steps necessary for induction of genes such as *Prdm1* is likely an important mechanism to allow rapid differentiation and formation of plasma cells^2^. As methods improve to analyze the histone code on small numbers of primary cells, it will be revealing to track changes in post-translational histone modifications by cell division, including H3K27me3, to precisely determine when these marks change during differentiation.

Together, these chromatin accessibility data provide a readout of the *trans*-acting factors and epigenetic mechanisms and define the chromatin centric reprogramming steps required for B cells to differentiation into plasma cells. The initiation of the plasma cell gene expression program involves an elaborate interaction of transcription factors and the opening of thousands of enhancers. Histone modifications add an important layer of complexity and provide potential temporal control mechanisms for gene expression kinetics. Defining the epigenetic landscape in a cell-division linked manner for other stimuli will provide insights into the common and unique programming of B cell fates and the control of humoral immunity.

## Methods

### Mice and cell isolation

C57BL/6 J wild-type (Stock# 000664), μMT (Stock# 002288), and CD45.1 congenic (Stock# 002014) mice were purchased from Jackson Labs. Blimp-1-YFP mice were a gift of Dr. Sue Kaech^42^. All experimental mice were between 6 and 9 weeks of age. CD43^−^ splenic B cells were purified from naive mice by magnetic purification according to the manufacturer’s instructions (Miltenyi Biotech). To induce B cell differentiation, 50 μg LPS (Enzo Life Sciences, ALX-581-008) was i.v. injected into naive mice and three days later CD138^+^ splenic plasmablasts were isolated by FACS^2^. For division labeling, purified B cells were stained with 2 μM CFSE (Tonbo Biosciences) for 8 min or 5 μM CTV (ThermoFisher Scientific) for 20 min at room temperature protected from light. CFSE staining was quenched with 1 volume FBS, and for both dyes, cells were washed with 5 volumes B cell media (RPMI 1640, 10% heat-inactivated FBS, 10 mM HEPES, 1 mM sodium pyruvate, 1× non-essential amino acids, 1× PeneStrep, 0.05 mM 2-ME), and either cultured or adoptively transferred into μMT hosts. For in vivo LPS challenge, one day post adoptive transfer mice were injected i.v. with 50 μg LPS as above. All animal experiments were approved by the Emory University Institutional Animal Care and Use Committee.

### Cell culture and ex vivo differentiation

For LPS stimulation, CD43^−^ splenic B cells were seeded at 5 × 10^5^ cells/ml in B cell media containing LPS (20 μg/ml, Sigma Aldrich), IL-2 (20 ng/ml, eBioscience), and IL-5 (5 ng/ml, eBioscience). Each subsequent 24 h the culture was supplemented with a 0.5× dose of LPS, IL-2, and IL-5 for the duration of the time course^30^. For CD40L stimulation, cells were seeded at 5 × 10^5^ cells/ml in B cell media containing CD40L (200 ng/ml, R&D Systems), IL-5 (5 ng/ml) and IL-4 (20 ng/ml, R&D Systems). Each subsequent day the culture was supplemented with a 0.5× dose of CD40L, IL-5, and IL-4 for the duration of the time course. GSK343 was a gift of Mike McCabe^13^. GSK343 was resuspended in DMSO and added to the culture at the indicated doses. P3X63Ag8.653 cells (ATCC, CRL-1580) were cultured in RPMI 1640 supplemented with 10% heat-inactivated FBS.

### Flow cytometry

Cells were resuspended at a concentration of 10^6^/100 μl in FACS buffer (1x PBS, EDTA, 1% BSA) and first stained for 15 min on ice with Fc block (BD Biosciences, #553142). Next, antibody cocktails were added for a further 15 min on ice. Following staining, cells were washed with 10 volumes 1× with FACS buffer. The following antibodies were used in this study and are from BD Biosciences: CD138^−^BV711 (#563193, Clone 281-2, 1:200); and Tonbo Biosciences: B220-PE-Cy7 (#60-0452, Clone RA3-6B2, 1:400), CD11b-FITC (#35-0112, Clone M1/70, 1:100), Viability Ghost Dye-APC-Cy7 (#13-0865-T100, 1:100). Analysis was performed on a LSRII and sorting was performed on an ARIAII instrument (BD Biosciences).

### Ab secretion assay

Day 3 LPS cultures were harvested, washed, and the percentage of CD138^+^ cells determined by flow cytometry. For each sample, 1 × 10^6^ CD138^+^ cells were seeded in 1 ml fresh B cell media for 5 h. Secreted Ab was determined by anti-IgM ELISA (Southern Biotech).

### ATAC-seq

ATAC-seq^17^ was performed using 20,000 FACS isolated cells that were resuspended in nuclei lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) and centrifuged at 500×*g* for 30 min. Next, nuclei were transposed in 25 μl tagmentation reaction mix (2 × Tagmentation buffer and 2.5 μl Tagmentation Enzyme from the Illumina Nextera DNA Library Prep Kit) at 37 °C for 1 hr, diluted 2 × in Lysis Buffer (300 mM NaCl, 100 mM EDTA, 0.6% SDS, 1.6 μg Proteinase-K), and incubated for 30 min at 40 °C. Low-molecular weight transposed DNA was isolated by size selection using SPRI-beads and PCR amplified using 2 × KAPA HiFi HotStart Ready mix and Nextera Indexing Primers (Illumina, Inc). A second size-selection was performed post-PCR to enrich for low molecular weight DNA. Samples were quality checked for ATAC-seq specific patterning on a bioanalyzer and were pooled at an equimolar ratio and sequenced on a HiSeq2500 using 50 bp single-end chemistry.

### ChIP-seq

ChIP assays^58^ were performed using 10 × 10^6^ CD43^−^ splenic B cells or 1 × 10^6^ CD138^+^ splenic plasmablasts for each immunoprecipitation. Samples were fixed in 1% formaldehyde for 10 min, chromatin isolated, and sonicated to an average size of 400 bp. One microgram of anti-H3K4me3 (ab8580, Abcam) or anti-H3K27ac (39133, Active Motif) was prebound to Dynal Protein G magnetic beads (ThermoFisher Scientific) and DNA-chromatin complexes immunoprecipitated overnight at 4 °C. DNA was reverse cross-linked and purified using a PCR cleanup kit (Qiagen). ChIP-DNA was diluted 1:20 and enrichment of the *Hoxa9* (Hoxa9-F: 5′-GTGGTGGTGGTGATGATACA; Hoxa9-R: 5′-TTGCAGCTTCCAGTCCAA) and *Actb* (Actb-F: 5′-AGCCAACTTTACGCCTAGCGT; Actb-R: 5′-TCTCAAGATGGACCTAATACGGC) loci tested by qPCR. Remaining ChIP-DNA was used as input for the KAPA HyperPrep kit (KAPA Biosystems, Inc). ChIP-seq libraries were sequenced on a HiSeq2500 using 50 bp paired-end chemistry.

### ATAC-seq and ChIP-seq data processing

Raw sequencing reads were mapped to the mm9 version of the mouse genome using Bowtie^59^. Uniquely mappable and non-redundant reads were used for subsequent analyses. HOMER^35^ software was used for peak calling, gene annotation, and to annotate transcription factor motifs in DAR. Data were normalized to reads per peak per million^17^ using Eq. (1).

$${\mathrm{rppm}} = {\mathrm{Reads}} \times \left( {\frac{{1 \times 10^6}}{{{\mathrm{Unique}}\,{\mathrm{reads}} \times {\mathrm{FRiP}}}}} \right),$$

H3K27me3 ChIP-seq datasets from Boss GSE97695^40^, Busslinger^36^ GSE38046 and Dillon^41^ GSE42706 labs were downloaded and mapped, annotated, and normalized as detailed above. To map enhancers to genes, DAR were annotated to the nearest transcription start site and had to occur within a window of greater than 2 kb and less than or equal to 100 kb. Division specific DML were previously reported^2^. The overlap of DML and ATAC-seq DAR were determined using bedtools v2.24.0^60^. Tissue specific enhancer datasets were computed previously^2^ and the odds ratio and significance of overlap determined using a Fisher’s exact test.

### RNA-seq

Total RNA was isolated from splenic naive CD43^−^ B cells and FACS isolated B220^+^GL7^+^CD138^−^ activated B cells and CD138^+^ Pb from ex vivo B cell cultures treated with GSK343 or DMSO using the Qiagen RNeasy kit. For library generation, 500 ng of RNA was used as input for the KAPA Stranded mRNA-seq kit with mRNA capture beads (KAPA Biosystems, Inc). Libraries were quality checked on an Agilent Bioanalyzer, pooled at an equimolar ratio and sequenced on a HiSeq2500 using 50 bp paired-end chemistry. Raw sequencing reads were mapped to the mm9 genome using TopHat2^61^ and the UCSC mm9 Known Gene reference transcript database^62^. For each sample, reads that overlapped exons of unique ENTREZ genes were annotated using the GenomicRanges (v1.22.4) package in R/Bioconductor. 

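The table holds 21669 genes with a gene symbol, and 92 without one that were left out here. It includes 2944 genes with no reads in any library, so this filter had not been applied to it. Read as keeping genes with at least 3 RPM in at least 3 of the 15 libraries, the filter leaves 11146 genes with a symbol.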

Genes with less than 3 reads per million in at least 3 samples were removed and edgeR^63^ used to find significantly differentially expressed genes between GSK343 and DMSO conditions. Genes with an FDR < 0.05 were termed significant.

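The whole reads behind the deposited RPM were recovered and tested with edgeR's quasi-likelihood method and TMM normalization, a choice made after the data were seen, since the paper names no edgeR test or normalization. In actB, 1241 genes had an adjusted p under 0.05, 816 higher and 425 lower with GSK343, and 989 of them were also called by limma. In Pb there were 1500 genes, 866 higher and 634 lower, with 1336 also called by limma. With an absolute log2 fold change of at least 1 as well, 134 genes were higher and 14 lower in actB, and 121 were higher and 19 lower in Pb. Of these, 72 in actB and 69 in Pb also passed both thresholds with limma. With edgeR's likelihood ratio test, 147 genes were higher and 16 lower in actB, and 128 were higher and 27 lower in Pb, past the same thresholds.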

### Immunoblotting

P3X63Ag8 cells were lysed on ice in RIPA buffer (150 mM NaCl, 5 mM EDTA pH 8.0, 0.5% sodium deoxycholate, 0.1% SDS, 1% IGEPAL, 20% glycerol, 50 mM Tris pH 8.0) for 30 min. Protein concentration was determined by Bradford assay and 75 µg whole cell extract was loaded for each sample. Immunoblotting was performed under standard conditions using the following antibodies sequentially probed on the same blot: histone H3 (600-401-879, Rockland Immunochemicals), H3K4me3 (ab8580, Abcam), and H3K27me3 (07-449, EMD Millipore). Raw images of the blots can be found in Supplementary Fig. 5.

### Data availability

All sequencing data are available under accession GSE97698 at the NCBI Gene Expression Omnibus. All data analysis code is available from the corresponding authors upon request.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Plasma cell differentiation is controlled by multiple cell division-coupled epigenetic programs
**Source:** Nat Commun. 2018 Apr 27;9:1698. doi: 10.1038/s41467-018-04125-8
**Supplement:** Supplementary file 1 — Supplementary Information

# **Plasma cell differentiation is controlled by multiple cell division-coupled epigenetic programs**

Scharer et al.

| a Down Motifs |           |                           |       | b Up Motifs |           |                           |       |
|---------------|-----------|---------------------------|-------|-------------|-----------|---------------------------|-------|
| Div           | Tf        | Family<br><i>P</i> -value | Motif | Div         | Tf        | Family<br><i>P</i> -value | Motif |
| 3             | ETS1      | ETS<br>1e-19              |       | 3           | IRF:BATF  | IRF:bZIP<br>1e-13         |       |
|               | PU.1:IRF8 | ETS:IRF<br>1e-9           |       |             | NFKB-p65  | RHD<br>1e-9               |       |
|               | IRF4      | IRF<br>1e-6               |       |             | SpiB      | ETS<br>1e-6               |       |
|               | PU.1:IRF  | ETS:IRF<br>1e-5           |       |             | OCT2      | POU<br>1e-4               |       |
| 5             | PU.1      | ETS<br>1e-70              |       | 5           | PU.1      | ETS<br>1e-4               |       |
|               | NFY       | CCAAT<br>1e-35            |       |             | Jun-AP1   | bZIP<br>1e-4              |       |
|               | PU.1:IRF8 | ETS:IRF<br>1e-32          |       |             | IRF:BATF  | IRF:bZIP<br>1e-35         |       |
|               | ATF1      | bZIP<br>1e-26             |       |             | CTCF      | ZF<br>1e-34               |       |
| 8+            | Sp1       | Zf<br>1e-24               |       | 8+          | BATF      | bZIP<br>1e-28             |       |
|               | PU.1:IRF  | ETS:IRF<br>1e-22          |       |             | bZIP:IRF  | bZIP:IRF<br>1e-27         |       |
|               | IRF1      | IRF<br>1e-19              |       |             | SpiB      | ETS<br>1e-24              |       |
|               | PU.1      | ETS<br>1e-1194            |       |             | OCT2      | POU<br>1e-19              |       |
| 8+            | IRF1      | IRF<br>1e-240             |       | 8+          | PU.1      | ETS<br>1e-17              |       |
|               | ETS:RUNX  | ETS:RUNX<br>1e-208        |       |             | PU.1:IRF8 | ETS:IRF<br>1e-10          |       |
|               | RUNX1     | RUNX<br>1e-180            |       |             | MITF      | bHLH<br>1e-10             |       |
|               | CTCF      | Zf<br>1e-126              |       |             | IRF4      | IRF<br>1e-9               |       |
| 8+            | MITF      | bHLH<br>1e-113            |       | 8+          | TCF12     | bHLH<br>1e-278            |       |
|               | NFKB-p65  | RHD<br>1e-106             |       |             | IRF4      | IRF<br>1e-266             |       |
|               | ATF1      | bZIP<br>1e-101            |       |             | OCT2      | POU<br>1e-261             |       |
|               | EBF       | EBF<br>1e-97              |       |             | IRF2      | IRF<br>1e-186             |       |
| 8+            | OCT2      | POU<br>1e-96              |       | 8+          | PU.1:IRF8 | ETS:IRF<br>1e-178         |       |
|               | PRDM1     | Zf<br>1e-91               |       |             | E2A       | bHLH<br>1e-161            |       |
|               | PAX5      | Paired<br>1e-62           |       |             | Sp1       | Zf<br>1e-154              |       |
|               |           |                           |       |             | ISRE      | IRF<br>1e-139             |       |
| 8+            |           |                           |       | 8+          | PU.1:IRF  | ETS:IRF<br>1e-127         |       |
|               |           |                           |       |             | Fli1      | ETS<br>1e-123             |       |
|               |           |                           |       |             | BATF      | bZIP<br>1e-112            |       |
|               |           |                           |       |             |           |                           |       |

**Supplementary Figure 1. Transcription factor motifs enriched in DAR.** Enriched transcription factor motifs for significant increases (a) and decreases (b) in accessibility identified in Figure 1d. The transcription factor family, enrichment *P*-value, and consensus binding sequence identified are indicated.

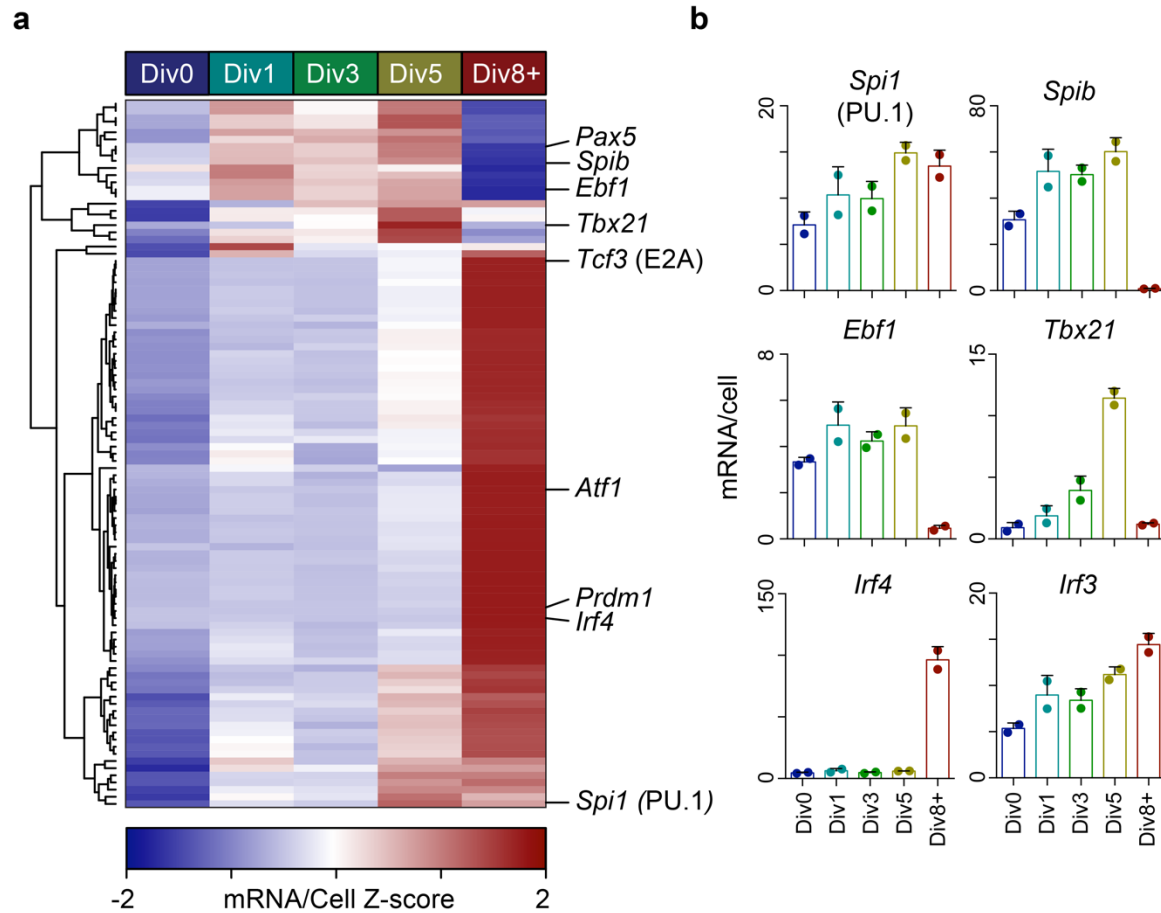

**Supplementary Figure 2. Gene expression dynamics of transcription factors predicted to bind DAR. (a)** A Heatmap showing the change in gene expression at each division for 99 transcription factors expressed at > 1 mRNA/cell. **(b)** Gene expression of select genes from (a) is shown at each division. Data are summarized as mean of two biological replicates and standard deviation is shown.

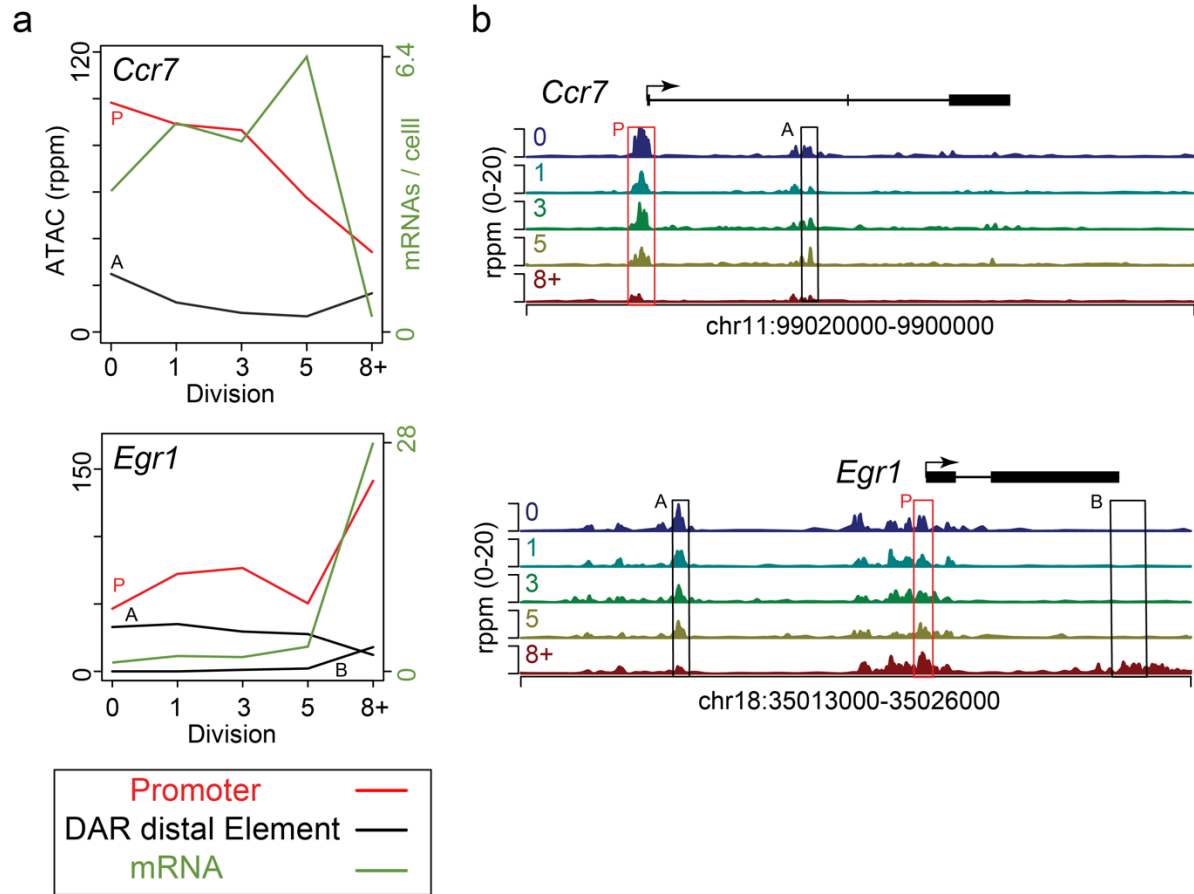

**Supplementary Figure 3. Correlation changes in gene expression and promoter accessibility.** (a) The changes in accessibility at distal elements (black lines) and promoters (red line) are compared to the changes in gene expression (green line) for the indicated gene. (b) ATAC-seq accessibility profile for each gene plotted in (a).

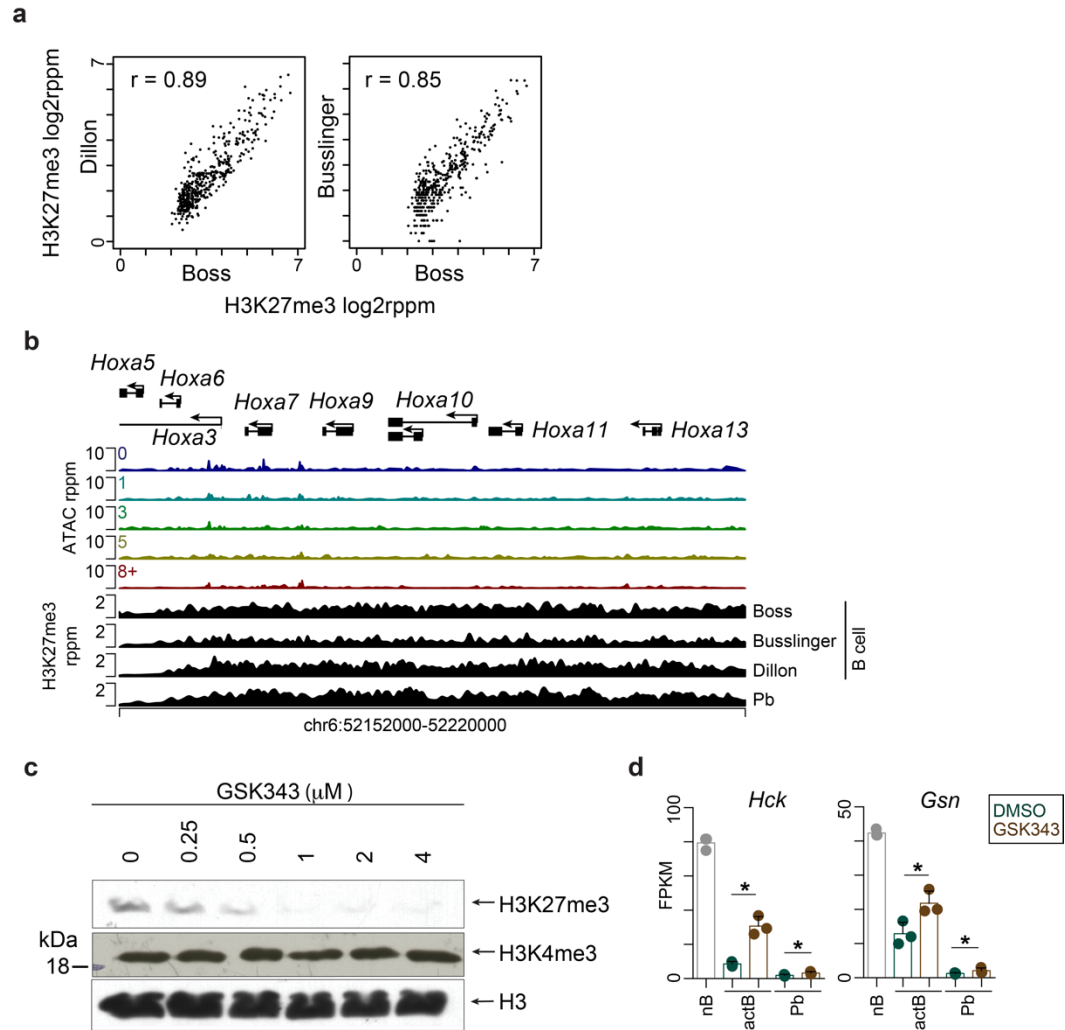

#### Supplementary Figure 4. GSK343 enhances the expression of primed accessible genes.

**(a)** The correlation of H3K27me3 signal in B cells from data generated by the Boss lab<sup>40</sup> versus Dillon<sup>41</sup> (left) or Busslinger<sup>36</sup> (right) datasets. Pearson's correlation  $r$ -value for each comparison is displayed. **(b)** Genome plot of the *HoxA* locus showing the ATAC-seq accessibility at each division and the H3K27me3 enrichment in B cell and plasmablasts. rppm, reads per peak per million. **(c)** Western blot analysis of P3X63Ag8.653 cells treated with the indicated dose of GSK343 after 3 days culture. **(d)** RNA-seq expression data for the indicated genes for each cell type. FPKM, fragments per kilobase per million. \* indicates significant differential expression as determined by edgeR. The mean and standard deviation of three biological replicates is plotted.

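In nB, the level of *Gsn* was 42.6 ± 1.28 RPKM (SD, n = 2, as nB replicates 1 and 2 are 1 library). In actB (n = 3), it was at 12.9 ± 3.39 RPKM with DMSO and 21.8 ± 3.53 with GSK343, a log2 fold change of 0.77 (standard error 0.23, adjusted p = 0.0513 from limma), just above the threshold. Its adjusted p in actB was 0.00190 with the replicate number as a block and 6.91e-05 to 0.0711 over the other settings. With 1 actB library left out, it was 0.0198 (without actB DMSO replicate 2) to 0.184. The log2 fold change was then 0.61 (without actB DMSO replicate 1) to 0.97.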

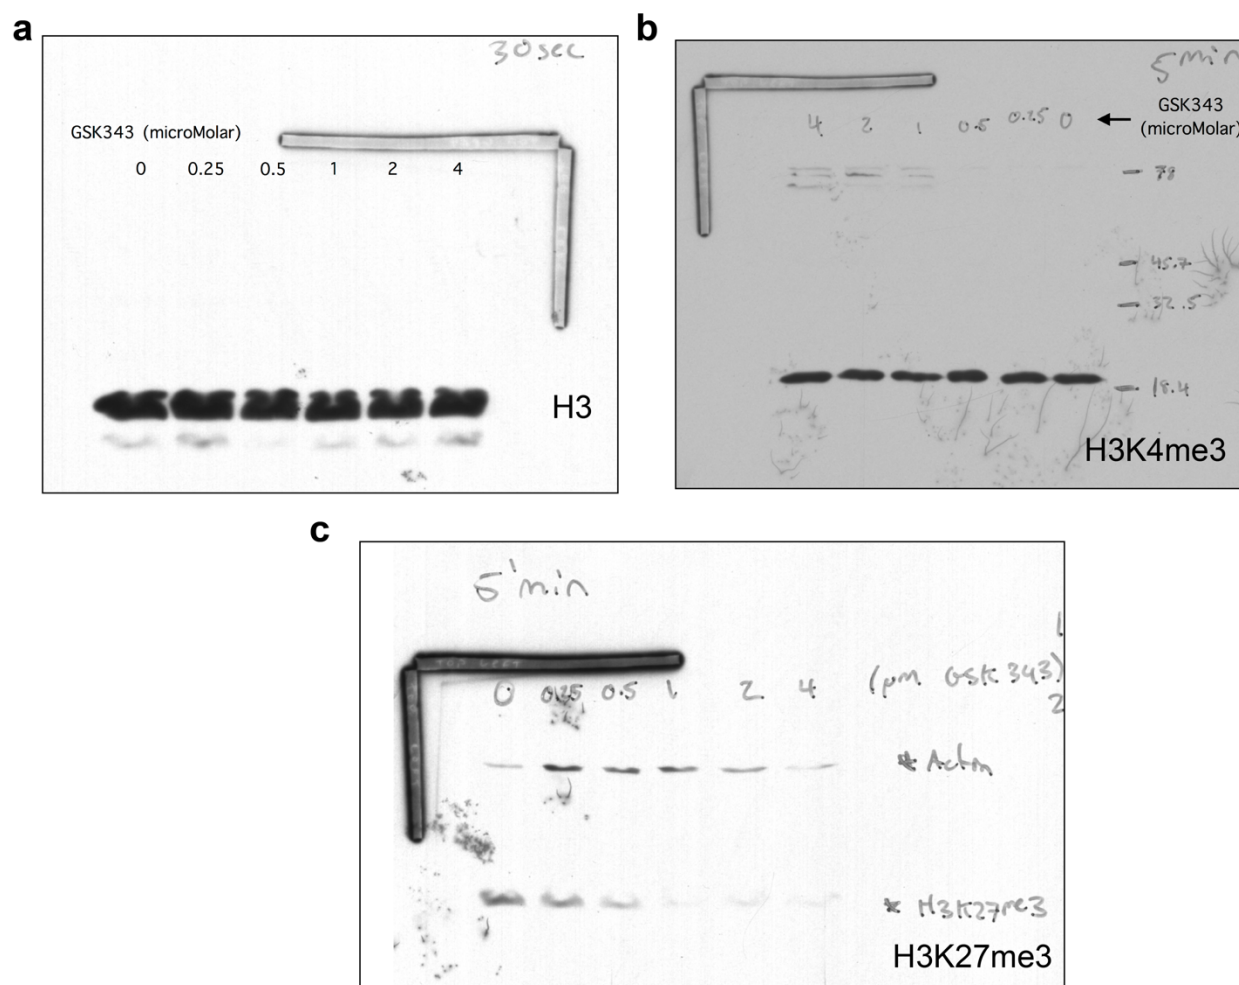

**Supplementary Figure 5. Raw western blot images.** Western blot images to accompany Supplementary Fig. 4c. The blot was probed with antibodies against (a) anti-histone H3, (b) anti-histone H3 lysine 4 trimethylation (H3K4me3), and (c) anti-histone H3 lysine 27 trimethylation (H3K27me3). Each blot is annotated with the sample loaded in each lane, exposure time, and location of correct band.

# Supplementary material for: Plasma cell differentiation is controlled by multiple cell division-coupled epigenetic programs
**Source:** Nat Commun. 2018 Apr 27;9:1698. doi: 10.1038/s41467-018-04125-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Division linked differentially accessible loci (DAR).

### **File Name: Supplementary Data 2**

**Description:** Expressed transcription factors with enriched motifs in DAR.

### **File Name: Supplementary Data 3**

**Description:** Primed accessible promoters.

How the deposited data were processed for this re-analysis (not part of the article)

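RNA-seq was analysed here for 5 groups with 3 libraries each: naive B cells (nB), and activated B cells (actB) and plasmablasts (Pb) sorted after 3 days of culture with DMSO or with GSK343. The authors mapped 50 bp paired-end reads to mm9 with TopHat2, counted those that overlap exons of each Entrez gene with GenomicRanges, and deposited the values as RPM (reads per 1000000 reads counted) per library, although the table is named for RPKM. Each column sums to 1000000, and 100% of the values are whole multiples of the value of 1 read, from which the reads were recovered. RPKM was computed here as RPM divided by the deposited gene length in kilobases. The libraries hold 19421830 to 26307413 reads, so that 3 reads, which a count of 0 allows, equal 0.114 to 0.154 RPM. Genes with no symbol, 92 in number, hold at most 0.09% of the reads of a library and were left out.

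Libraries of each group were compared for shared reads, and nB replicates 1 and 2 were found to be the same library and merged, which was decided after the data were seen. The genes tested were the 11299 with an RPKM of at least 1 in at least 3 of the 15 columns as deposited. The 14 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with a trend) on log2(RPKM + 0.25). All adjusted p-values given for single genes and counts come from this moderated test, or from edgeR where edgeR is named, and are two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. The comparisons were GSK343 against DMSO in actB and in Pb, the difference of these effects (an interaction term), and Pb with DMSO against actB with DMSO and against nB. Exact permutation tests of 3 libraries against 3 cannot go below a two-sided p of 0.1. Tested on simulated data with 3 libraries per cultured group, limma and edgeR each found nearly all of the genes that had been changed. Every such gene had been given an absolute log2 fold change of at least 1. Smaller changes of single genes and differences between replicate numbers were not simulated. In the data, the median size of called log2 fold changes was 0.371 in actB and 0.355 in Pb. The simulation does not tell how many changes of that size are missed.

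The replicate numbers were not used in the model, since the methods name no such term. The numbers pair the samples: deviations from the group mean correlated between libraries of different cultured groups with the same number (r from 0.158 to 0.502 for number 1, 0.435 to 0.713 for number 2, and 0.219 to 0.356 for number 3, over 6 pairs each), and between different numbers r was -0.603 to 0.370 over 36 pairs. The fit was therefore also run with the replicate number as a block, which gave 2248 genes in actB and 2626 in Pb.

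Other alternatives were pseudocounts of 1 and 0.05, no filter on expression (18752 genes) and an RPKM of at least 3 (9887 genes), median scaling, quantile normalization, limma without the trend and with robust eBayes, the compared groups alone, array quality weights, and each cultured library left out in turn. Added after the data were seen were edgeR 4.0.16 on the recovered reads (11146 genes with at least 3 RPM in at least 3 libraries; quasi-likelihood with TMM or RLE factors, with the replicate block, and the likelihood ratio test), GC content and length regressed out of each library, libraries centred on their mean, all 15 columns as deposited, genes of at least 200 bases, and replicate 2 left out of every cultured group. The test of GC content and length was redefined after its first run, which had also centred each library. Array weights were estimated gene by gene, since the REML method did not converge.

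Primed genes and their H3K27me3 marks were read from Supplementary Data 3, of whose promoter peaks 99.5% of 811 tested lie within 1000 bases of a start in the mm9 annotation (GENCODE vM1). A gene was called marked if any of its promoter peaks is marked. Marked and not marked genes were compared by the difference of their mean log2 fold change with 100000 permutations across genes, with limma's camera and fry, and per library. Lists of genes of the plasma cell program, the B cell program, the cell cycle, cell cycle inhibitors, Polycomb complexes, myeloid cells, T and NK cells, cholesterol synthesis, the unfolded protein response, and the interferon response were written from general knowledge, before the values were seen. They were tested by camera with estimated correlation, adjusted over 20 tests, and by camera with a preset correlation and by fry as alternatives.

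Genes named in the text are those the paper names for this experiment, *Ezh2*, the primed genes *E2f8* and *Emc7*, and in each cell type the 4 largest rises and 2 largest falls. The last were taken among genes with an adjusted p under 0.05, a mean of at least 2 RPKM in a group, and all GSK343 libraries beyond all DMSO libraries. *Mir23b*, *Mir1956*, and *Mir103-2* met this rule with at most 10 reads in any cultured library, and their fold changes are left out. Results for some other genes are not reported here. Strand use in counting is not stated, so reads of genes that overlap on the other strand could be counted for both. Coordinates are 1-based in mm9. ChIP-seq, ATAC-seq, and DNA methylation data were not analysed here.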

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

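The tests of the pseudocount for *Fcer1g* and *Ccr10*, and that of myeloid cells for *Ccl3* and *Ccl4*, were chosen only after the result was seen. Weighed for each pattern are explanations that these libraries can test. The labels of the Pb libraries with GSK343, and of no other group, name IL6 in place of IL5. Whether the cytokine changed with the drug in Pb cannot be told from these libraries. It stays open beside GSK343 for every difference between Pb and actB given here, and as a part of every effect in Pb. The actB libraries with GSK343 are labelled IL5. The paper describes both cell types as sorted from cultures with GSK343 or DMSO, and does not state whether actB and Pb of the same number shared a culture. If they did, they had the same cytokines, and the labels of actB and Pb cannot both hold. Of the 592 genes called in both cell types, 465 were higher in both and 124 lower in both. This argues against IL6 as the whole cause of the effects in Pb at these genes.

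The effect of GSK343 differed between actB and Pb at 28 genes by a test of the difference itself (limma, adjusted p under 0.05), beside 1017 genes at an unadjusted p under 0.05. It was higher in Pb at 11 and lower in Pb at 17. As many genes were given by 4 of 100 splits of the 12 cultured libraries within cell type, the real one included. The other 3 gave 585, 497, and 83 genes, and each keeps GSK343 and DMSO apart in 1 cell type and mixes them in the other, so that the effect of the drug itself enters the difference. Among 13 splits that part all 6 pairs of libraries with the same replicate number, the real one gave the most genes and the next largest gave 9. The splits argue against chance as the whole source. The number of genes depends on single libraries: without actB DMSO replicate 1 it was 0, beside 846 at an unadjusted p under 0.05, and without Pb GSK343 replicate 2 it was 58. With the replicate number as a block it was 139. A response to GSK343 that differs between the cell types stays open as a hypothesis, as does the IL6 of the Pb labels, and these counts do not settle which genes it covers.

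*Fcer1g*, a gene of the myeloid list, is among them. Its log2 fold change with GSK343 was 0.53 in actB (adjusted p = 0.00830) and 1.70 in Pb (adjusted p = 6.16e-06), a difference of 1.16 (standard error 0.15, adjusted p = 0.0272). Its level went from 1.44 to 2.18 RPKM in actB and from 1.73 to 6.22 RPKM in Pb, against 41.7 RPKM in nB. A pseudocount shrinks fold changes of low values, but edgeR on the recovered reads also called the difference (adjusted p = 0.0439), which argues against the pseudocount as the whole cause. Myeloid cells among the sorted Pb would bring *Lyz2*, at 166.2 RPKM in nB. Its mean rise in Pb was 1.47% of the rise that the change of *Fcer1g* would need, which argues against such cells. An effect of GSK343 on *Fcer1g* within the sorted cells, larger in Pb, stays open as a hypothesis.

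*Ccr10*, which the paper does not discuss, rose by a log2 fold change of 2.10 in Pb (adjusted p = 2.63e-06), from 2.63 to 12.1 RPKM, in all 3 GSK343 libraries against all 3 DMSO libraries. The rise in actB was 1.15 (adjusted p = 2.40e-04), from 12 to 19 reads per DMSO library to 43 to 51 per GSK343 library. The difference of 0.96 between the effects was called by limma (adjusted p = 0.0427) and not by edgeR on the recovered reads (adjusted p = 0.531), where the log2 fold change in actB was 1.56. The pseudocount may therefore account for the difference between the cell types. It does not account for the rise in Pb, which was called under all 7 other settings tried for single genes (adjusted p from 3.71e-47 to 2.23e-05) and with each Pb library left out.

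*Ccl4* and *Ccl3*, which the paper does not discuss, had the largest log2 fold changes among the genes named by rule with more than 10 reads in a cultured library. They were 2.65 (adjusted p = 5.86e-04) and 2.54 (adjusted p = 2.68e-04) in actB, and 2.70 (adjusted p = 3.91e-04) and 2.77 (adjusted p = 1.34e-04) in Pb, with every GSK343 library above every DMSO library. In Pb, *Ccl4* went from 7.91 to 51.3 RPKM and *Ccl3* from 3.46 to 25.4, and in nB they stood at 12.2 and 7.08. The calls held under all 7 other settings and with each library left out. For Pb, myeloid cells as the source are argued against by 6 abundant genes of the myeloid list (*Lyz2*, *Lyz1*, *Csf1r*, *S100a8*, *Tyrobp*, and *Fcer1g*). None rose by more than 4.43% of what the rise of *Ccl3* or *Ccl4* would need at the ratios seen in nB, which were not measured in myeloid cells themselves. For actB, myeloid cells stay open: there too these 6 genes stayed far below that level (5.76% at most), but 3 genes of the list were called higher, *Itgam* (1.14, adjusted p = 0.00376), *Adgre1* (0.79, adjusted p = 0.0156), and *Fcer1g*. Reads shared with other members of their gene family were not tested, so a rise of another such gene stays open beside an effect of GSK343 on *Ccl3* and *Ccl4*. The effects were not shown to differ between actB and Pb (adjusted p = 0.996 and 0.979).

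*Ifitm1* rose in actB by a log2 fold change of 2.24 (adjusted p = 0.00207), from 1.19 to 6.75 RPKM, and *Thbd* rose in Pb by 2.55 (adjusted p = 9.44e-06), from 1.88 to 12.2 RPKM. Both calls held under all 7 other settings, with adjusted p from 1.75e-07 to 0.00278 and from 7.65e-37 to 2.23e-05, and with each library of the cell type left out in turn. *Thbd* also rose in actB, by 1.32 with limma, where its DMSO libraries hold 14 to 16 reads, and by 2.21 with edgeR on the recovered reads (2.68 in Pb), so the pseudocount lowers the value in actB and the effects were not shown to differ (limma, adjusted p = 0.0636). *Ifitm1* rose in Pb by 1.16. For *Ifitm1* in Pb, the call was lost with a pseudocount of 1 (adjusted p = 0.0823), with edgeR on the recovered reads (0.0655), and in 5 of the 6 fits that each left out 1 library (up to 0.144, without Pb DMSO replicate 3). Reads of other members of the family of *Ifitm1* were not told apart, and no explanation of these rises other than GSK343 was tested.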

How the results depend on the processing

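The model, the first set of alternatives, the gene lists, and the rule for named genes were chosen before the data were examined. edgeR, GC content and length, mean centring, all 15 columns, the minimum length, and leaving out replicate 2 everywhere were added after the data were seen. Counts are compared by whether they lie within 1.5 times the reported one. Leaving out an nB library was not run, since it leaves 1 library. Except where stated, the cause was not tested.

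The genes that differ between Pb and actB with DMSO (7127 to 8708) and between Pb with DMSO and nB (8066 to 11978) stayed within this range in all 21 alternatives and with single libraries left out. The share of higher genes among those called with GSK343 was above 50% in every alternative, from 54.6% to 87.8% in actB and from 52.3% to 63.6% in Pb. In actB it was 65.5% with median scaling (700 higher, 369 lower), 61.6% with quantile normalization, 54.7% with mean centring (612 higher, 507 lower), and 65.8% with edgeR's quasi-likelihood test.

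Of 1170 genes called in actB, the number moved to 386 with the compared groups alone, which leaves fewer libraries to estimate the spread, to 2248 with the replicate block, to 3001 with array weights, to 2717 with edgeR and the block, and to 2309 with GC content and length regressed out with the block. It was 608 (without actB DMSO replicate 1) to 1363 (without actB DMSO replicate 2) across the 6 fits that each left out 1 library, 4 of which were outside the range; such fits hold fewer libraries. Of 1458 genes in Pb, the number moved to 2626 with the block, 2867 with array weights, 2814 with edgeR and the block, and 2628 with GC content and length regressed out with the block. It was 690 (without Pb GSK343 replicate 3) to 1304 (without Pb GSK343 replicate 2) across the fits that left out 1 library.

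With an absolute log2 fold change of at least 1, the 77 genes in actB became 31 with a pseudocount of 1 and 123 with 0.05, as a higher pseudocount shrinks fold changes, 148 with edgeR's quasi-likelihood test, 147 with RLE factors, 163 with the likelihood ratio test, and 182 with edgeR and the block. The 82 genes in Pb became 43 with a pseudocount of 1, 140, 139, 155, and 175 in the same 4 edgeR fits, and 128 without replicate 2 in every cultured group. Leaving out 1 library gave 65 to 90 in actB and 71 to 103 in Pb.

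The 28 genes whose effect differs between actB and Pb became 18 with quantile normalization, 4 with the compared groups alone, 139 with the block, 384 with array weights, 113 with the likelihood ratio test, 233 with edgeR and the block, 48 with all 15 columns, which count 1 library more than once, 146 without replicate 2 in every cultured group, and 196 with GC content and length regressed out with the block. With 1 library left out they were 0 (without actB DMSO replicate 1; 846 at an unadjusted p under 0.05) to 58 (without Pb GSK343 replicate 2), and outside the range in 11 of 12 fits.

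The difference between marked and not marked primed genes in actB reversed with quantile normalization (-0.0084), with medians (-0.017), and without actB GSK343 replicate 2 (-0.0036; highest 0.036 with another library left out). In Pb it was above 0 in all 15 alternatives, from 0.019 to 0.044, with p from 0.0183 to 0.790 over the permutation, camera, and fry tests. With 1 row per promoter peak, the means in Pb were 0.091 at marked and 0.047 at not marked peaks. Its unadjusted permutation p of 0.0462 (0.0923 when adjusted over the 2 cell types) rose above 0.05 with a pseudocount of 1 (0.029, p = 0.0981), an RPKM of at least 3 (0.019, p = 0.315), quantile normalization (0.029, p = 0.117), GC content and length regressed out without and with the block (0.034, p = 0.0862 and 0.0869), medians (0.031, p = 0.0524), and permutation within quintiles of expression (0.038, p = 0.140), and p was above 0.05 by both forms of camera and by fry. The difference was 0.033 (without Pb DMSO replicate 3, permutation p = 0.0962) to 0.042 (without Pb DMSO replicate 2) with 1 library left out, and p was also above 0.05 without Pb GSK343 replicate 1 (p = 0.0681) and replicate 2 (p = 0.0587).

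No list passed the threshold by camera with estimated correlation. Cholesterol synthesis passed with the preset correlation and with fry in actB (-0.25; adjusted p = 2.79e-11 and 0.00548) and Pb (-0.39; 5.65e-14 and 5.05e-04), the plasma cell list (0.16; 0.0352) and cell cycle inhibitors (0.046; 0.0394) with fry in actB, and the B cell list in Pb with the preset correlation alone (-0.38; 0.00132, against 0.0984 with fry).

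Of 30 effects on 15 single genes, 17 kept direction and call in all alternatives and 13 changed in at least 1: of 390 values, 34 lost the call, 15 gained it, and 10 changed direction. The latter are small effects: *E2f8* in Pb was -0.043 (without Pb DMSO replicate 2) to 0.11 with 1 library left out, and *Emc7* in actB was -0.031 with median scaling, -0.037 with edgeR by quasi-likelihood or likelihood ratio, -0.034 with edgeR and the block, and -0.094 (without actB DMSO replicate 2) to 0.068 with 1 library left out. *Gsn* in Pb rests on 63 to 177 reads per library. Its log2 fold change of 0.57 was called with limma and the replicate block (adjusted p = 0.00773), which uses the same reads. Whether the number of reads limits the call was not tested.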

Differences from the paper's values

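Each value below was compared at the same threshold on the adjusted p. No test of a cause was made, and none was chosen after the result was seen, apart from the settings named as such.

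Fig. 7g, read by eye at an absolute log2 fold change of at least 1, shows about 150 higher and about 17 lower genes in actB for the paper, against 71 and 6 here. With a pseudocount of 0.05, the number of higher genes was 115, within 1.5 times the paper's. For lower genes, quantile normalization (13), array weights (15), and the fit without actB GSK343 replicate 2 (24) came within that range. The remaining alternatives set before the data were examined did not close these gaps.

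In Pb, Fig. 7g, read by eye, shows about 130 higher and about 27 lower genes for the paper, against 69 and 13 here. The number of higher genes came within 1.5 times the paper's with a pseudocount of 0.05 (100). The number of lower genes did so with a pseudocount of 0.05 (19), the replicate block (23), array weights (32), and the fits without Pb DMSO replicate 3 (18) and without Pb GSK343 replicate 2 (37). The remaining alternatives set before the data were examined did not.

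Settings of edgeR on the recovered reads, chosen after seeing the values, also came within that range. With the quasi-likelihood test, 134 genes were higher and 14 lower in actB, and 121 higher and 19 lower in Pb; with RLE factors, 133 and 14, and 120 and 19; with the likelihood ratio test, 147 and 16, and 128 and 27. With the quasi-likelihood test and the replicate block, 156 were higher and 26 lower in actB, and 135 higher and 40 lower in Pb, of which all but the lower genes in actB lie within 1.5 times. Also chosen after seeing the values, leaving out replicate 2 in every cultured group gave 23 lower genes in actB, and GC content and length regressed out with the block gave 18 lower genes in Pb.

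The other 30 values compared, among them 24 levels of single genes, did not differ. A level differed if it was off by more than its SD and more than 1.5 times. The levels come from the same deposited libraries, and the 820 and 117 promoter peaks from the paper's own list, so their match carries little weight. Means of primed genes differed if off in sign or by more than their SD over pairs of libraries. At marked genes in actB, this SD (0.0554) was nearly the mean itself (0.0563). Supplementary Fig. 4d marks *Gsn* as changed by GSK343 in actB and Pb, where the adjusted p here was 0.0513 and 0.130. In actB, *Gsn* was called with a pseudocount of 1 (0.0294), with the replicate block (0.00190), without actB DMSO replicate 2 (0.0198), and, in settings chosen after seeing the values, with edgeR's quasi-likelihood test (0.0375), its likelihood ratio test (0.0187), and edgeR with the block (6.91e-05); over the 7 settings other than left-out libraries the adjusted p was 6.91e-05 to 0.0711. In Pb it was called with the block (0.00773) and with edgeR and the block (0.00725), over a range of 0.00725 to 0.193. The paper states larger increases at marked than at not marked primed genes, and in actB the difference here was 0.019 (permutation p = 0.329), and below 0 with quantile normalization and with medians.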

Other observations

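Tests chosen only after the result was seen are those of scaling for the share of higher genes, cholesterol synthesis and B cell genes, of GC content and length for the share of higher genes, of dividing cells, of *Cr2* and *Ms4a1*, of nB replicates 1 and 2 as 1 library, and of primed genes in Pb against nB. The IL6 that the labels of the Pb libraries with GSK343 name in place of IL5 stays open beside GSK343 for the effects in Pb. For genes that changed the same way in actB, it stays open only as a part of the cause.

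Of the 10 splits of the 6 actB libraries into groups of 3, 1, the real one, gave as many genes as the 1170 called with GSK343. The same holds for 1 of the 10 splits of the 6 Pb libraries (1458 genes) and 1 of the 10 splits of the 6 DMSO libraries of Pb and actB (7877 genes), and the other splits gave at most 1 gene. The count of 10 splits allows no share under 0.1. Beside it, the size of the gap to the other splits argues against chance as the whole source, as does, for Pb against actB, the correlation of libraries (0.987 to 0.996 within groups, 0.889 to 0.928 between actB and Pb). Of the splits, 4 part all 3 pairs of libraries with the same replicate number, and among these too the real one gave the most genes; with the number as a block, 2248 and 2626 genes were called in actB and Pb. Groups that do not overlap were seen for 25.9% of genes in actB and 34.1% in Pb, where chance gives 10%.

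More genes were higher than lower with GSK343 in actB (79.1% of those called). A fall of a few abundant genes could raise the share of reads on all others, but with quantile normalization 61.6% were still higher. With GC content and length regressed out, 76.3% were higher, against 78.9% of the same genes without this correction, and with the replicate number as a block 68.7%, against 70.6% with the block alone. In these settings, the values argue against either as the whole cause, and scaling may account for part of the excess. Centring each library on its mean gave 54.7% (612 against 507), but it balances higher and lower values by construction and so decides nothing here. The lowest share in actB over the alternatives, 54.6%, came from edgeR's quasi-likelihood test with the replicate block, which does not balance the values by construction. How much of the excess depends on the processing thus stays open. At an absolute log2 fold change of at least 1, 92.2% of called genes in actB and 84.1% in Pb were higher. Over the alternatives this share went down to 77.2% in actB (quantile normalization, 44 higher and 13 lower) and 66.4% in Pb (without replicate 2 in every cultured group), and with 1 library left out to 73.3% (without actB GSK343 replicate 2, 24 lower) and 64.1% (without Pb GSK343 replicate 2, 37 lower). A loss of repression by EZH2 stays open as a hypothesis.

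Genes of cholesterol synthesis were lower with GSK343: all 14 tested had a log2 fold change below 0 in both cell types, with a mean of -0.25 in actB and -0.39 in Pb. Of these, 8 in actB and 13 in Pb were called lower (11 and 14 when adjusted over the list alone). Camera with estimated correlation did not call the list in either (adjusted p = 0.256), while fry did, also with the replicate block (adjusted p = 0.0202 and 0.00361). Quantile normalization left the mean in Pb at -0.39, and the lowest mean among 10000 lists matched on length and expression was -0.27, so scaling and length are argued against. The mean of the cell cycle list in Pb was 0.051, which argues against fewer dividing cells. The list was lower in all 6 pairs of libraries with the same replicate number, which argues against differences between replicates. A lower expression of this pathway with GSK343 is a candidate explanation, and whether it goes through EZH2 or another target of the drug was not tested.

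Genes of the B cell program were lower in Pb with GSK343, with a mean of -0.38 over 18 genes, 6 called lower and 1 higher (10 and 1 when adjusted over the list alone). The mean was -0.72, -0.050, and -0.38 for replicates 1, 2, and 3, and camera with estimated correlation did not call the list (adjusted p = 0.958). With quantile normalization the mean was -0.39, which argues against scaling. Fewer actB cells carried over into the sorted Pb could lower such genes. Genes that are abundant in actB and at least 16 times lower in Pb limit the share of actB cells among Pb to 6.27% at most. The mean fall of *Ms4a1* was 10.7% and that of *Cr2* 30.2% of their levels in actB, beyond this limit. For *Pax5*, *Ebf1*, and *Fcer2a* the falls (8.03%, 8.65%, and 4.49%) lie within the limit and their spread, and the 6 genes that set the limit fell as well, with a median of -0.63 (SD 0.52 over the 3 replicates). Fewer carried-over actB cells may thus explain the falls of these 3 genes, and a further loss of B cell genes in Pb with GSK343 stays open for *Cr2* and *Ms4a1*.

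For the other lists, the mean log2 fold changes in actB and Pb were 0.16 and 0.099 (plasma cell), 0.099 and 0.051 (cell cycle), 0.046 and 0.14 (cell cycle inhibitors), 0.028 and -0.032 (Polycomb complexes), 0.25 and 0.22 (myeloid cells), 0.076 and 0.079 (T and NK cells), -0.12 and -0.066 (unfolded protein response), and -0.31 and -0.36 (interferon response). That of the B cell list in actB was -0.074. All had an adjusted p of 0.958 by camera with estimated correlation. The interferon list was lower with GSK343 in all 3 pairs of libraries with the same replicate number in each cell type. In each, 12 of its genes were below 0 and 2 above. Fry with the replicate block did not call it either (adjusted p = 0.251 in actB and 0.255 in Pb).

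More genes were detected in nB replicates 1 and 2 than in nB replicate 3. The chi-square per degree of freedom between replicates 1 and 2 was 0.00958, where every other comparison within a group gave at least 3.58, which is consistent with a single library entered under 2 numbers. After replicates 1 and 3 were drawn down to 19407600 reads, replicate 1 still had 1958 more genes (17236 against 15278), which argues against depth. Cells of other types in replicate 1 are argued against by the median log2 ratios of replicate 1 to 3: -0.21 for T and NK cell genes and -0.26 for myeloid genes, against 0.043 for B cell genes, the smaller of the first minus the last being -0.30. Why replicate 3 holds fewer genes was not found, and no biological explanation was tested.

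Primed genes, defined in vivo, were also higher in cultured Pb than in nB: the median log2 fold change was 1.37, where 95% of random lists matched on mean expression had medians of 0.032 to 0.18 (all genes tested, -0.022). Of marked primed genes 98 of 102 (96.1%) were called higher, of not marked ones 612 of 650 (94.2%), and of the 10547 other genes 35.5%.

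If H3K27me3 set the size of the response to GSK343, random genes of like expression should respond less than marked primed genes. The mean of the marked genes was above that of 72.7% of 10000 random lists in actB and of 99.8% in Pb. Random lists also hold marked genes, whose number is not in these tables, so these values cannot be told apart from other differences between primed and random genes.

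Marked promoter peaks did not hold more CpG: the observed to expected ratio was 0.846 at 117 marked and 0.850 at 702 other peaks (permutation test across peaks, two-sided p = 0.827, the same when adjusted over 3 properties of the peaks). This argues against CpG content within the peaks, with mean lengths of 270 (marked) and 267 bases (other), as what sets marked primed peaks apart. CpG content around the peaks was not measured and stays open.

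The paper gives mRNA per cell in vivo for transcription factors at division 0 and at division 8 or more. The list used here holds 97, slightly fewer than the paper's text counts, of which 61 could be matched and tested ex vivo. Their log2 fold changes in vivo and between cultured Pb and nB had a Pearson's r of 0.709 (permutation test across factors, p = 1e-05, the smallest that 100000 permutations give) and 0.704 without the 2 farthest factors. The direction was the same for 28, as 52 were higher in vivo and 19 ex vivo; values in vivo are per cell and those ex vivo relative to all reads. The correlation is consistent with a shared ordering of these factors in vivo and ex vivo, and genes are not independent.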
